# Sleep is not just for the brain: transcriptional responses to sleep in peripheral tissues

**DOI:** 10.1186/1471-2164-14-362

**Published:** 2013-05-30

**Authors:** Ron C Anafi, Renata Pellegrino, Keith R Shockley, Micah Romer, Sergio Tufik, Allan I Pack

**Keywords:** Sleep, Circadian Rhythms, Sleep Deprivation, Unfolded Protein Response, Heart, Lung, Synchronization

## Abstract

**Background:**

Many have assumed that the primary function of sleep is for the brain. We evaluated the molecular consequences of sleep and sleep deprivation outside the brain, in heart and lung. Using microarrays we compared gene expression in tissue from sleeping and sleep deprived mice euthanized at the same diurnal times.

**Results:**

In each tissue, nearly two thousand genes demonstrated statistically significant differential expression as a function of sleep/wake behavioral state. To mitigate the influence of an artificial deprivation protocol, we identified a subset of these transcripts as specifically sleep-enhanced or sleep-repressed by requiring that their expression also change over the course of unperturbed sleep. 3% and 6% of the assayed transcripts showed “sleep specific” changes in the lung and heart respectively. Sleep specific transcripts in these tissues demonstrated highly significant overlap and shared temporal dynamics. Markers of cellular stress and the unfolded protein response were reduced during sleep in both tissues. These results mirror previous findings in brain. Sleep-enhanced pathways reflected the unique metabolic functions of each tissue. Transcripts related to carbohydrate and sulfur metabolic processes were enhanced by sleep in the lung, and collectively favor buffering from oxidative stress. DNA repair and protein metabolism annotations were significantly enriched among the sleep-enhanced transcripts in the heart. Our results also suggest that sleep may provide a *Zeitgeber*, or synchronizing cue, in the lung as a large cluster of transcripts demonstrated systematic changes in inter-animal variability as a function of both sleep duration and circadian time.

**Conclusion:**

Our data support the notion that the molecular consequences of sleep/wake behavioral state extend beyond the brain to include peripheral tissues. Sleep state induces a highly overlapping response in both heart and lung. We conclude that sleep enhances organ specific molecular functions and that it has a ubiquitous role in reducing cellular metabolic stress in both brain and peripheral tissues. Finally, our data suggest a novel role for sleep in synchronizing transcription in peripheral tissues.

## Background

Sleep is characterized by a reversible reduction in consciousness, an increase in arousal threshold, and a characteristic body posture [1]. Sleep is defined as a behavioral state and most theories as to the function of sleep have naturally focused on the brain. The synaptic homeostasis theory [2], the brain energetic restoration theory [3,4], the memory consolidation theory [5]; and the macromolecular biosynthesis theory [6] have all placed a central emphasis on the importance of sleep for the brain. Indeed Hobson famously declared sleep to be “of the brain, by the brain, and for the brain” [7].

Yet, the effects of sleep and sleep deprivation on the body at large are hard to ignore [8]. In humans there are well characterized changes in metabolism [9] and hormone secretion [10,11] associated with sleep and sleep deprivation. Sleep state is known to impact the pathophysiology of several diseases including asthma, and vaccine based studies suggest that sleep can alter immune function [12,13].

Over the last decade the functions of sleep have been explored through microarray studies [14]. These studies have evaluated the nature of the genes in specific brain regions whose expression varies between sleep and wake and with sleep deprivation. Such studies have been conducted in rats [15], mice [16], Drosophila [17,18], and sparrows [19]. The results of these studies have, in many ways, spurred the development of the theories discussed above [14] and have been combined in a recent meta-analysis [20]. Statistical and experimental differences among these studies, particularly in sample size, led to variation in the absolute number of differentially expressed transcripts identified. However, taken together, these studies point to several key pathways being regulated in the brain as a function of sleep/wake behavioral state. Cholesterol synthesis [6] for example is relatively up-regulated during sleep while genes involved in synaptic plasticity such as *Bdnf*, *Arc*, *Homer 1a *[16] are up-regulated during wakefulness. Moreover, in all species studied to date, deprivation of sleep leads to up-regulation of molecular chaperones [15-20] suggesting that sleep deprivation leads to endoplasmic reticulum (ER) stress in brain with activation of the unfolded protein response [21,22].

By design, these studies have all been focused on changes in gene expression in the brain. The seminal study of Maret et al. included microarray profiling of both brain and of liver and is, to date, the only study to evaluate genome wide changes in expression in a peripheral organ as a function of sleep state [16]. In that study, sleep deprivation induced statistically significant expression changes in nearly three times as many genes in liver as compared to brain. Moreover, mouse strains that showed different susceptibilities to sleep deprivation and differential transcriptional responses to sleep loss in whole brain also showed different transcriptional responses in the liver. However, Maret et al. specifically used changes observed in liver to help evaluate the changes observed in the brain, assuming that gene expression changes in liver are only tangential to the function of sleep. The transcriptional changes induced by sleep and sleep deprivation in other tissues remain generally unexplored.

Here we report the molecular consequences of sleep and sleep deprivation in lung and heart. We probed the transcriptional differences between sleeping and sleep-deprived states and further challenged the concept that the molecular consequences of sleep state are primarily limited to the brain. Matched animals from both groups were sacrificed at the same circadian times to control for time of day effects. Groups were euthanized after 4 different durations of sleep and sleep deprivation. We identified those transcripts that had both significantly different expression as a function of sleep/wake behavioral state (sleep compared to sleep deprivation) and showed a definite positive or negative change with time in the spontaneously sleeping groups. Our data indicate that sleep state has a marked transcriptional effect in peripheral tissues. Sleep reduces markers of ER stress in both heart and lung and sleep enhances metabolic process in an organ specific fashion. Our data also suggest that sleep plays a role synchronizing transcription of certain pathways in the lung.

## Results and discussion

Given the established consequences of sleep deprivation on the immune [12,13,23],cardiovascular [12,24], metabolic [9,11,25,26] and musculoskeletal function [27], It is reasonable to suspect that sleep state impacts a broad array of peripheral tissues. We evaluated the molecular consequences of sleep and sleep deprivation on two peripheral tissues -- lung and heart. While this choice of tissues is somewhat arbitrary, these tissues have undeniable physiologic importance. Moreover the rhythmic beating of the heart, like breathing, continues unabated throughout the entire sleep wake cycle. Thus the direct influence of sleep on these tissues presents an important test of ubiquitous influence of sleep/wake behavioral state on molecular physiology. We used microarrays to compare the gene expression in sleeping and sleep-deprived mice euthanized at the same diurnal time (see Figure 1).

**Figure 1:**
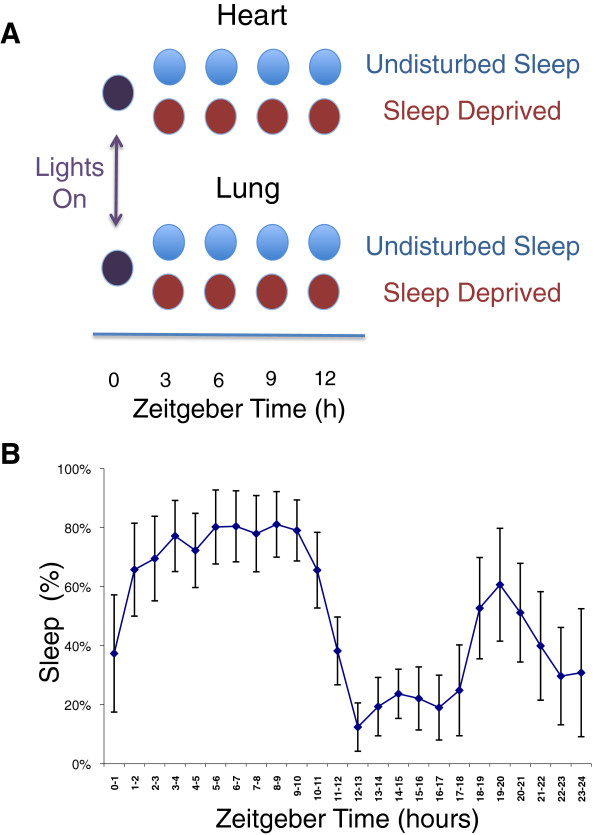
**Experimental design.** The experiment compared gene expression in sleep and sleep-deprived animals in two peripheral organs (heart and lung). **(A)**: Groups of mice were either allowed uninterrupted sleep or were sleep-deprived via gentle handling. Baseline animals were sacrificed at zeitgeiber time 0 (ZT0 - lights on) and diurnally matched animals from both groups were sacrificed after 3, 6, 9, and 12 hours. Animals were only fed during the lights-off (dark) period for 14 days prior to study to prevent differential food intake. **(B)**: Activity was monitored by a non-invasive locomotor monitoring system. Sleep was considered to be present when there was 40 seconds or more of continuous inactivity. Sleep was assessed in undisturbed control mice across the entire 24 hour cycle. The percentage of each hour that control mice slept is plotted as a function of time. Data shown are mean ± standard deviation. In the three-hour-blocks preceding sample collection at ZT3, ZT6, ZT9, and ZT12, animals in the undisturbed sleep group slept for 58%, 77%, 79%, and 61%, respectively, of the available sleep opportunity.

The animals used in this study were also used in a previously published study investigating the transcriptional impact of sleep and sleep deprivation on gene expression in different brain regions [6]. Heart and lung tissues were obtained along with brain at the time of animal sacrifice. The details of the experimental method and behavioral analysis have been reported previously [6]. In brief, male mice (n = 80, C57BL/6 J) were housed in a 12 h: 12 h light/dark cycle (7:00 am/7:00 pm). All mice were acclimated to the experimental environment for 14 days prior to the study. During this period, mice were fed only at night to avoid differential food intake between sleeping and sleep-deprived mice during the day of study. Ten undisturbed animals were euthanized at lights on (7:00 am) to establish baseline transcript expression. The remaining animals were split into two main groups: one group was allowed uninterrupted sleep opportunity while the other group underwent continued sleep deprivation. The fraction of the sleep opportunity during which the control animals slept (as assessed by activity measured from electronic beam breaks) is shown in Figure 1B. Deprivation through gentle handling was initiated at lights-on. Eight or nine animals were subsequently euthanized from each of the two groups (sleep deprived and uninterrupted sleep opportunity) after 3, 6, 9, and 12 hours from lights on. Total RNA was isolated from heart and lung samples. Transcript levels were assayed with the GeneChip® Mouse Gene 1.0 ST array (Affymetrix, Santa Clara, CA). 

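Lung RNA from each mouse was hybridized to 1 array, and 78 lung arrays are analysed here of the 80 mice in the study. They come from 9 baseline mice euthanized at lights on, from 9, 9, 9 and 8 mice sleep-deprived for 3, 6, 9 and 12 h, and from 9, 7, 9 and 9 mice left to sleep for 3, 6, 9 and 12 h. Heart arrays were not analysed here. The authors' deposited values are log2 intensities of 35556 probe sets after robust multi-array averaging (RMA), which corrects for background, gives the arrays a common distribution and combines the probes of a set. The decimal point is missing from the deposited values and was put back after the first digit, or after the second digit where the first is 1, which gave values from 2.27 to 13.85 and array medians from 6.45 to 6.78. A single gene symbol is given for 21218 probe sets, which name 18820 genes. Arrays have no read depth, so the number of mice limits the precision. From the deposited values, sleep-deprived and sleeping mice were compared with limma, p-values were adjusted by the Benjamini-Hochberg method over all probe sets, and a gene was counted when any of its probe sets had an adjusted p under 0.01. The array numbers in the labels were cut into 4 runs, each begun where the order of conditions starts again. No number is missing where 1 run meets the next, and the absent numbers 9, 37 and 42 fall inside runs. Of the runs, 2 hold only the 9 h and 12 h groups and the others hold the 3 h and 6 h groups. All 9 baseline mice fall in the same run, beside mice of the 3 h and 6 h groups. Both states and at least 2 time points occur in each of the 4 runs, but the step from the earlier to the later hours falls together with a change of run. This follows from how the runs were cut, and whether the arrays were processed in such runs is not known. A finer division into 5 runs parts the run of the baseline mice in 2. Beside baseline mice, 1 part holds only sleep-deprived and the other only sleeping mice of the 3 h and 6 h groups. A block of 5 runs thus takes up part of the difference between the states at these hours. In the labels, array 81 stands between arrays 8 and 10. The same order of conditions was laid along the array numbers, with places kept for the absent numbers 37 and 42 but not for 9. No condition was then left for arrays 80 and 81, and array 80 was counted among the 62 other arrays. So laid, 15 arrays would carry the condition of a neighbouring group, 7 that of the group before and 8 that of the group after. Which arrays these are, and the moves to the group after, rest on the places kept. In a check that left each array out in turn and used 200 probe sets chosen from the remaining arrays, these 15 arrays were nearest to the condition that their number gives, array 81 was nearest to mice after 6 h of sleep, and 58 of the other 62 arrays were nearest to their own group. Conditions are used as labelled throughout, and counts of genes and ratios of spread without these 16 arrays, an alternative chosen after seeing the data, are given where they differ by more than 1.5 times.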

Experimental costs limited the number of tissues samples from brain that were profiled in the previous study [6]. As a result, the data for a larger number of animals and microarray results are reported here. One of the primary limitations of our study, like other microarray studies of sleep, is that we do not distinguish the transcriptional effects of sleep from those imparted by isolated physical rest. For simplicity we refer to sleep induced changes. However, in the work that follows it is important to note that the relative contributions of sleep and physical rest remain uncertain.

### Sleep and enforced sleep deprivation have a marked and coordinated impact on transcription in lung and heart

We identified genes in lung and heart that were differentially expressed as a function of behavioral state at an FDR (false-discovery rate) cutoff of 1%. Of the 35,556 probe sets and 20,406 unique named genes annotated on the array, 2470 genes (~12%) were differentially expressed between sleeping and sleep-deprived mice in the heart, while 1922 genes were differentially expressed in lung. Thus, significant fractions of genes in peripheral tissues are affected by sleep and/or sleep deprivation. Moreover, the degree of overlap in the lists of differentially expressed genes for the heart and lung is more than expected by chance (p < 2.2 10E-16 by Fisher’s exact test), suggesting a common function and/or regulation.

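In the lungs of sleep-deprived mice, 20 of 45 cytosolic chaperones and 15 of 48 folding genes of the endoplasmic reticulum were higher than in sleeping mice. Many transcripts of B cells and NK cells were lower. The folding lists did not pass by camera with an estimated correlation (adjusted p = 0.0995 and 0.107). Hsph1, a heat shock protein that assists Hsp70, had a log2 intensity of 9.56 ± 0.74 (SD, n = 35 sleep-deprived mice) against 8.65 ± 0.43 (SD, n = 34 sleeping mice), a difference of 0.91 (SE 0.14, adjusted p = 6.9e-06 from limma). Serpinb10, a protease inhibitor of blood-forming cells, fell by 1.10 (SE 0.15, adjusted p = 2.3e-07 from limma), the largest change among the probe sets that passed. Of 13 genes of B cells, 12 fell and none rose (13 fell when adjusted over the list alone). Among them, Cd79b, a signalling chain of the B cell receptor, fell by 0.65 (SE 0.11). Of 11 genes of NK cells, 8 fell (10 when adjusted over the list alone), and of 14 genes of T cells, 5 fell (9 when adjusted over the list alone). The count of T cell genes rests on single mice, with 14 of 14 lower without array 27, as few as 2 without others, and 46 mice that each move it by more than 1.5 times. Array 27, of a mouse sleep-deprived for 12 h, had a level of T cell genes of 2.57 and of thymus and lymph node genes of 3.21 relative to all mice on the log2 scale, and the median difference of the T cell list at 12 h was 0.04 with it and -0.32 without it. Of 11 genes of thymus and lymph nodes, 2 fell (3 when adjusted over the list alone, from 0 to 6 with 1 mouse left out, with 6 without array 27, and 1 without the 16 arrays), with a camera adjusted p of 0.0275, and adjusted p = 0.909 with an estimated correlation. Klrb1c, the NK1.1 antigen of NK cells, fell by 0.37 (SE 0.07). Against all other genes, camera with a preset correlation gave adjusted p = 2.3e-16 for B cells, 3.2e-09 for NK cells and 8.3e-07 for T cells. These were adjusted p = 0.0995, 0.18 and 0.422 with an estimated correlation. In all, 1987 probe sets representing 1536 genes differed between the states, 703 genes higher and 833 lower in sleep-deprived mice, with a median size of 0.19 on the log2 scale. Without the 16 arrays 2313 genes differed, and with limma's array weights 2406 did. Within the 4 runs of array numbers, 98.4%, 99.1%, 98.4% and 99.4% of these probe sets had the same direction as over all mice, on which they had been chosen. From the number of differing genes, the paper concludes that a considerable share of the genes of peripheral tissues responds to sleep or to its loss.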

Many of the genes identified as being differentially expressed in these tissues were also found to be differentially expressed in brain in previous studies [15-20], again suggesting that behavioral state imparts coordinated transcriptional changes throughout the whole organism. A recent meta-analysis of transcriptional changes in brain by Wang *et al. *[20] enumerated 93 unique named genes that have been identified in multiple studies as being differentially expressed as a function of sleep state in different brain regions and in different species. This number of genes probably underestimates the expression changes induced by sleep/wake behavioral state in the brain given the limited statistical power of some of the component studies. Nonetheless, of these 93 genes, we found 51 (55%) were also differentially expressed in heart and/or lung at an FDR of 1%. Again, this degree of overlap is more than would be expected from random chance (p < 2.2 10E-16 by Fisher’s exact test), especially considering that many genes expressed in brain are not expressed in these peripheral tissues.

### Defining “strict sleep enhanced/repressed genes” highlights transcriptional changes that result from sleep/wake state as opposed to deprivation protocols

Sleep deprivation studies have been criticized with the concern that observed changes may reflect the consequence of a particular artificial deprivation protocol rather than natural sleep/wake physiology [16]. Indeed it can be similarly argued that extended sleep deprivation may induce physiological responses that are distinct from, as opposed to an augmentation of, the responses to normal wakefulness. Moreover, a direct comparison between sleep and sleep-deprived expression alone would not permit us to assess whether sleep or sleep deprivation induced the observed expression changes. To better address these concerns, we supplemented the above analysis to include baseline data from the animals sacrificed at lights-on. This additional baseline time point reflects gene expression immediately prior to the initiation of the major sleep period. For each transcript that had significant differential expression between sleep and sleep deprivation, linear regression was used to fit the time course of transcript expression in unperturbed animals starting with baseline expression and continuing with expression in spontaneously sleeping mice sacrificed after 3, 6, 9 and 12 hours. We then defined “strict sleep enhanced” or “strict sleep repressed” genes as those differentially expressed genes that also had a significant non-zero slope of gene expression with time (FDR <1%) among the non-perturbed sleeping animals. The use of regression was not intended as a test of a true *linear* pattern, but rather as a tool to assess the general temporal trend in expression over time with undisturbed sleep. The direction of the temporal changes induced by spontaneous sleep was required to be commensurate with the direction of change observed when comparing the naturally sleeping and sleep-deprived mice. Thus, to identify a gene as a “strict sleep enhanced gene” we required both that its transcription be significantly greater in sleeping animals when compared to circadian matched sleep-deprived animals and that transcript levels increase over the time course of the natural sleep period. The converse criteria were required of genes said to be strict sleep repressed genes. By restricting our attention to genes that were observed to also have temporal expression changes among undisturbed, spontaneously sleeping animals, we safeguarded against the possibilities that the changes were solely the result of stress due to gentle handling or an artificial facet of the deprivation protocol.

Using these strict criteria, a total of 573 genes in the lung and 1182 genes in the heart showed sleep specific changes. These genes are listed in the Additional file 1. Thus 3% and 6% of the assayed transcripts showed “sleep specific” changes in the lung and heart respectively and there was a significant overlap between the two tissues (156 probe sets, 139 unique genes, p < 2.2 10E-16 by Fisher’s exact test).

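Among strict sleep enhanced genes, Rbm3, an RNA-binding protein induced by cold, had a log2 intensity of 11.96 ± 0.23 (SD) in sleeping mice and 11.43 ± 0.29 (SD) in sleep-deprived mice. Its level rose by 0.38 over 12 h from baseline through sleep (adjusted p of the slope = 0.00176 from limma). Hdac11, a histone deacetylase, fell by 0.38 with sleep deprivation (SE 0.06) and rose by 0.47 over 12 h of sleep (adjusted p of the slope = 0.00127). Among strict sleep repressed genes, Mfsd2a, a transporter of lysophosphatidylcholine, was 0.64 higher with sleep deprivation (SE 0.10) and fell by 0.66 over 12 h of sleep (adjusted p of the slope = 0.00292). Eln, the elastin of the extracellular matrix, was 0.41 higher (SE 0.08) and fell by 0.85, and Gfpt2, an enzyme of the hexosamine pathway, was 0.46 higher (SE 0.06) and fell by 0.35. In all, 51 genes met the criteria for strict sleep enhanced and 68 for strict sleep repressed genes. The slope was tested with limma in baseline and sleeping mice, over the probe sets that differed between the states. The step from 6 h to 9 h falls together with a change of run of array numbers, and with the 4 runs as a block the slope test in limma left 0 genes of either kind (59 and 64 at an unadjusted p under 0.05). Because the runs were cut by the order of conditions, the block takes up this step, and the loss does not decide between run and hours. With a common intercept and a slope for each state, as in the formula of the study's Methods, 171 and 200 genes met the criteria, and without the 16 arrays 67 and 122 did.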

Further suggestion that sleep state imparts a coordinated effect on peripheral transcription can be found in noting the similarity in the temporal profiles of the sleep specific transcripts in both tissues. As shown in Figure 2, we compared the difference (in log space) between gene expression in sleeping and sleep-deprived animals as a function of time. An agglomerative clustering algorithm was used to order transcripts based on the temporal pattern and results are plotted as a heat map. The temporal progression for each gene in the lung is plotted alongside the results for the same gene in the heart. Not only was the direction of differential expression highly consistent across the tissues, there is also a marked similarity in temporal progression.

**Figure 2:**
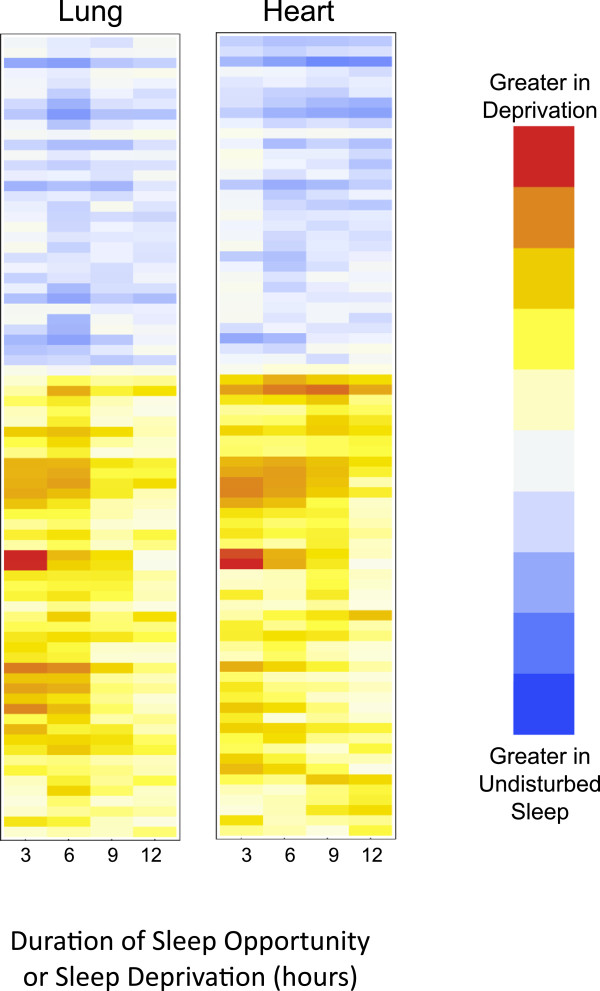
**Dynamics of differential expression in heart and lung.** The difference in transcript expression between sleeping and diurnally matched, sleep-deprived animals is a function of deprivation time. This heat map shows the difference in mean transcript levels between sleeping and sleep-deprived mice (in log space), as sleep deprivation continues. Darker shades represent increasing magnitudes of differential expression. Red and blue signify increased expression in sleep deprived and spontaneously sleeping animals respectively. All 156 probes that had sleep specific changes in both tissues are displayed. Dynamic changes in the lung are plotted alongside dynamic changes in the heart for the same probe. The direction of change and the temporal evolution of those changes in the heart and lung are similar.

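After 3 h, 26 of 45 heat shock proteins and their partners were higher in the lungs of sleep-deprived mice. Hsph1 was 1.99 higher in sleep-deprived than in sleeping mice on the log2 scale (SE 0.19, adjusted p = 5.1e-12 from limma) and Stip1, which links Hsp70 to Hsp90, 0.96 higher (SE 0.09). Retnlg and Ifitm6, genes of neutrophils and monocytes, fell by 1.31 (SE 0.23) and 1.38 (SE 0.20). Gm20806 and Gm20809 were 2.02 and 1.98 higher, but they belong to a multi-copy family of the Y chromosome whose copies may share signal, and neither passed with 5 runs of array numbers as a block (1.39 and 1.41, adjusted p = 0.0384 and 0.0292 from limma). After 6 h, Egr1, an immediate early transcription factor, fell by 1.06 (SE 0.17), and Creld2, a gene of the endoplasmic reticulum, was 0.43 higher (SE 0.08), which no longer passed with a liver covariate (0.41, adjusted p = 0.0109 from limma). After 9 h, Ly6d, Fcer2a and Fcmr, surface proteins of B cells, fell by 1.28, 1.05 and 1.04 (adjusted p = 0.00216, 0.00553 and 0.00178 from limma). After 12 h, Alox12e, a lipoxygenase of the epidermis, was 1.03 higher (SE 0.17), and Mpig6b, Gp9 and Alox12, genes of platelets, fell by 0.67, 0.61 and 0.61, of which Gp9 no longer passed with the liver covariate (-0.60, adjusted p = 0.0116 from limma). The number of differing genes was 1412 at 3 h, 16 at 6 h, 552 at 9 h and 25 at 12 h. Of the 225 genes that differed at both 3 h and 9 h, 224 had the same direction. A change of the difference over time passed limma's F test for 13 genes. Among these, Stip1 differed by 0.18 at 12 h (interaction adjusted p = 0.0005 from limma), and Ciart, a repressor of the clock, differed by 0.76 at 3 h and by -0.67 at 12 h (interaction adjusted p = 0.00055 from limma). With 5 runs as a block, the difference of Ciart at 3 h no longer passed (0.60, adjusted p = 0.0234 from limma). Because these 5 runs partly follow the states at 3 h and 6 h, a call lost under them does not decide between run and state. Without the 16 arrays, 1729, 751, 1376 and 130 genes differed at 3, 6, 9 and 12 h and 210 passed the test of a change over time. Over all alternatives the counts of differing genes ran from 902 to 2203 at 3 h and from 11 to 751 at 6 h. They ran from 564 to 1376 at 9 h and from 24 to 347 at 12 h.

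**Figure D1:**
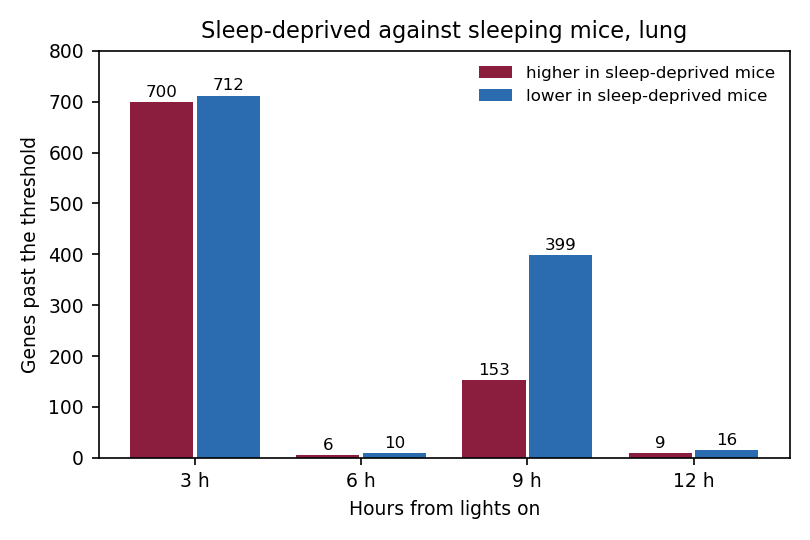
Genes that differed between sleep-deprived and sleeping mice in the lung (adjusted p under 0.01 from limma; vertical axis, number of genes) after 3, 6, 9 and 12 h from lights on (horizontal axis), dark red for genes higher and blue for genes lower in sleep-deprived mice. At 3 h, 700 genes were higher and 712 lower, and at 9 h, 153 were higher and 399 lower.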

To generate hypotheses as to the molecular consequences of sleep in peripheral tissues we uploaded the four lists (strict sleep enhanced and repressed transcripts in the lung and heart) to the NIH Database for Annotation, Visualization and Integrated Discovery (DAVID) data analysis suite (http://david.abcc.ncifcrf.gov) [28,29]. We evaluated these lists for overrepresentation in one of the following categories: gene ontology (GO) biological process, Protein Information Resource (PIR) Key words, and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways. The DAVID functional clustering tool was used to group overlapping biological terms or pathways into clusters that likely reflect common physiology. The results are shown in Tables 1, 2, 3, and 4. Tables 1 and 2 show the functional annotations enriched among the sleep repressed genes in the heart and lung respectively. Only annotations enriched at an FDR <5% are retained. Tables 3 and 4 show the functional annotations enriched among sleep enhanced genes in these same tissues. In both tissues, sleep specific transcriptional changes demonstrated significant enrichment for various physiologic processes.

**Table 1:** Significantly overrepresented functional annotations describing sleep-repressed transcripts in the heart

	**Cluster 1**			
**Category**	**Term**	**P-Value**	**Fold Enrichment**	**FDR(%)**
SP_PIR_KEYWORDS	Chaperone	7.39E-09	4.992	1.0E-05
SP_PIR_KEYWORDS	Stress response	3.39E-08	9.446	4.6E-05
GOTERM_BP_FAT	GO:0006457 Protein folding	5.87E-05	3.908	1.0E-01
	**Cluster 2**			
**Category**	**Term**	**P-Value**	**Fold Enrichment**	**FDR(%)**
GOTERM_BP_FAT	GO:0043066 Negative regulation of apoptosis	1.13E-06	3.400	0.00195
GOTERM_BP_FAT	GO:0043069 Negative regulation of programmed cell death	1.61E-06	3.330	0.00277
GOTERM_BP_FAT	GO:0060548 Negative regulation of cell death	1.73E-06	3.316	0.00298
GOTERM_BP_FAT	GO:0042981 Regulation of apoptosis	4.09E-05	2.173	0.07051
GOTERM_BP_FAT	GO:0043067 Regulation of programmed cell death	5.27E-05	2.145	0.09073
GOTERM_BP_FAT	GO:0010941 Regulation of cell death	5.85E-05	2.133	0.10074
GOTERM_BP_FAT	GO:0006916 Anti-apoptosis	2.01E-04	4.361	0.34531
	**Cluster 3**			
**Category**	**Term**	**P-Value**	**Fold Enrichment**	**FDR(%)**
GOTERM_BP_FAT	GO:0022604 Regulation of cell morphogenesis	1.79E-05	4.725	0.03093
	**Cluster 4**			
**Category**	**Term**	**P-Value**	**Fold Enrichment**	**FDR(%)**
SP_PIR_KEYWORDS	Nucleosome core	7.18E-04	6.358	0.97486

Sleep repressed transcripts demonstrate both significantly reduced expression in sleep as compared to sleep deprivation (FDR < 1%) and a decreasing expression as spontaneous sleep progresses (FDR <1%). Overrepresented functional annotations describing this group of transcripts that met a FDR cutoff of 5% are shown. Clusters describe overlapping gene annotations as determined by the DAVID functional clustering feature.

**SP_PIR:** Swiss-Prot Protein Information Resource; **GOTERM_BP_FAT**: Gene ontology term Biological process; **KEEG:** Kyoto Encyclopedia of Genes and Genomes.

**Table 2:** Significantly overrepresented functional annotations describing sleep-repressed transcripts in the lung

	**Cluster 1**			
**Category**	**Term**	**P-Value**	**Fold Enrichment**	**FDR(%)**
SP_PIR_KEYWORDS	Chaperone	4.07E-15	10.133	5.40E-12
SP_PIR_KEYWORDS	Stress response	4.51E-14	21.351	5.94E-11
SP_PIR_KEYWORDS	Molecular chaperone	4.92E-12	44.118	6.46E-09
GOTERM_BP_FAT	GO:0006457 Protein folding	7.28E-11	8.835	1.18E-07
	**Cluster 2**			
**Category**	**Term**	**P-Value**	**Fold Enrichment**	**FDR(%)**
SP_PIR_KEYWORDS	Molecular chaperone	4.92E-12	44.118	6.46E-09
SP_PIR_KEYWORDS	Stress-induced protein	0.001235	51.471	1.611722
SP_PIR_KEYWORDS	Heat shock	0.001235	51.47	1.611722
	**Cluster 3**			
**Category**	**Term**	**P-Value**	**Fold Enrichment**	**FDR(%)**
SP_PIR_KEYWORDS	Isomerase	0.00167	4.65	2.18
	**Cluster 4**			
**Category**	**Term**	**P-Value**	**Fold Enrichment**	**FDR(%)**
KEGG_PATHWAY	NOD-like receptor signaling pathway	2.78E-04	7.537	0.30520
	**Cluster 5**			
**Category**	**Term**	**P-Value**	**Fold Enrichment**	**FDR(%)**
KEGG_PATHWAY	Antigen processing and presentation	3.99E-05	6.840	0.04383

Sleep repressed transcripts demonstrate both significantly reduced expression in sleep as compared to sleep deprivation (FDR < 1%) and a decreasing expression as spontaneous sleep progresses (FDR <1%). Overrepresented functional annotations describing this group of transcripts that met a FDR cutoff of 5% are shown. Clusters describe overlapping gene annotations as determined by the DAVID functional clustering feature.

**SP_PIR:** Swiss-Prot Protein Information Resource; **GOTERM_BP_FAT**: Gene ontology term Biological process; **KEEG:** Kyoto Encyclopedia of Genes and Genomes.

**Table 3:** Significantly overrepresented functional annotations describing sleep-enhanced transcripts in the heart

	**Cluster 1**			
**Category**	**Term**	**P-Value**	**Fold Enrichment**	**FDR(%)**
GOTERM_BP_FAT	GO:0044265 Cellular macromolecule catabolic process	1.1E-06	2.259	0.002
GOTERM_BP_FAT	GO:0019941 Modification-dependent protein catabolic process	3.8E-06	2.328	0.006
GOTERM_BP_FAT	GO:0051603 Proteolysis involved in cellular protein catabolic process	4.5E-06	2.278	0.008
GOTERM_BP_FAT	GO:0044257 Cellular protein catabolic process	5.2E-06	2.266	0.009
GOTERM_BP_FAT	GO:0009057 Macromolecule catabolic process	7.0E-06	2.102	0.012
GOTERM_BP_FAT	GO:0030163 Protein catabolic process	1.1E-05	2.188	0.019
SP_PIR_KEYWORDS	Ublquitin conjugation pathway	1.9E-05	2.242	0.025
	**Cluster 2**			
**Category**	**Term**	**P-Value**	**Fold Enrichment**	**FDR(%)**
SP_PIR_KEYWORDS	Zinc-finger	8.5E-04	1.543	1.147
SP_PIR_KEYWORDS	Zinc	1.5E-03	1.393	2.007
SP_PIR_KEYWORDS	Metal-binding	2.9E-03	1.293	3.845
	**Cluster 3**			
**Category**	**Term**	**P-Value**	**Fold Enrichment**	**FDR(%)**
GOTERM_BP_FAT	GO:0006259 DNA metabolic process	3.0E-05	2.360	0.050
GOTERM_BP_FAT	GO:0006281 DNA repair	2.2E-04	2.732	0.363
GOTERM_BP_FAT	GO:0006974 Response to DNA damage stimulus	2.8E-04	2.444	0.463
SP_PIR_KEYWORDS	DNA damage	5.5E-04	2.720	0.743
SP_PIR_KEYWORDS	DNA repair	1.4E-03	2.693	1.914
	**Cluster 4**			
**Category**	**Term**	**P-Value**	**Fold Enrichment**	**FDR(%)**
SP_PIR_KEYWORDS	RNA-binding	1.4E-07	2.568	2E-04
KEGG_PATHWAY	Spliceosome	7.3E-05	3.757	9E-02

Sleep enhanced transcripts demonstrate both significantly increased expression in sleep as compared to sleep deprivation (FDR < 1%) and increasing expression as spontaneous sleep progresses (FDR <1%). Overrepresented functional annotations describing this group of transcripts that met a FDR cutoff of 5% are shown. Clusters describe overlapping gene annotations as determined by the DAVID functional clustering feature.

**Table 4:** Significantly overrepresented functional annotations describing sleep-enhanced transcripts in the lung

	**Cluster 1**			
**Category**	**Term**	**P-Value**	**Fold Enrichment**	**FDR**
SP_PIR_KEYWORDS	Carbohydrate metabolism	6.82E-05	7.856	0.089071
	**Cluster 2**			
**Category**	**Term**	**P-Value**	**Fold Enrichment**	**FDR**
SP_PIR_KEYWORDS	Glycoprotein	5.49E-04	1.445	0.714887
	**Cluster 3**			
**Category**	**Term**	**P-Value**	**Fold Enrichment**	**FDR**
GOTERM_BP_FAT	GO:0006790 Sulfur metabolic process	0.0015	5.604	2.36

Sleep enhanced transcripts demonstrate both significantly increased expression in sleep as compared to sleep deprivation (FDR < 1%) and increasing expression as spontaneous sleep progresses (FDR <1%). Overrepresented functional annotations describing this group of transcripts that met a FDR cutoff of 5% are shown. Clusters describe overlapping gene annotations as determined by the DAVID functional clustering feature.

### Sleep reduces markers of ER stress and the unfolded protein response in both tissues

There were 281 sleep-repressed genes in the lung and 639 sleep repressed genes in the heart. The DAVID analysis of both of these lists (Tables 1 and 2) showed a prominent overlap in the top categories of enrichment: Chaperone proteins, endoplasmic reticulum (ER)-related transcripts, and heat shock proteins were all highly overrepresented. 

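In the lung, 6 of the 48 measured genes of the endoplasmic reticulum's folding machinery and unfolded protein response were strict sleep repressed genes, where 0.173 were expected by chance (adjusted p = 8.2e-07, one-sided Fisher's exact test over 51 lists). These were Calr and Hsp90b1, chaperones of new glycoproteins and secreted proteins, Hspa5, Hyou1, which exchanges the nucleotide of Hspa5, Pdia6, a disulfide isomerase, and Sdf2l1. Of 45 heat shock proteins and co-chaperones, mainly of the cytosol, 4 were strict sleep repressed genes, namely Cct3, Hsp90aa1, Serpinh1 and Stip1 (adjusted p = 0.00035 from Fisher's exact test). The list of antigen presentation held 3 of 29 genes (adjusted p = 0.002 from Fisher's exact test), but these were the chaperones Calr, Hsp90aa1 and Hspa5. Of 23 inflammatory genes driven by NF-kB, the chemokines Ccl2 and Cxcl2 were strict sleep repressed (adjusted p = 0.0316 from Fisher's exact test). Pdia6 was 0.37 higher in sleep-deprived mice (SE 0.05, adjusted p = 9.5e-07 from limma), Sdf2l1 0.56 higher (SE 0.09) and Cxcl2 0.30 higher (SE 0.06). Ccl2 no longer passed with a liver covariate (0.23, adjusted p = 0.0115 from limma). The lists of genes stand in for the annotation categories of DAVID. With 4 runs of array numbers as a block, 0 strict sleep repressed genes were left. The runs were cut by the order of conditions, so this loss does not decide between run and hours. These enrichments thus rest on slopes that are not separated from the change of run.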

Relative to wake and enforced deprivation, sleep reduces the transcription of key chaperone proteins. 

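Chaperone transcripts stood higher in the lungs of sleep-deprived mice than in those of sleeping mice. Of the 45 cytosolic chaperones and partners, 20 rose with sleep deprivation and none fell (28 when adjusted over the list alone). Fkbp4, an Hsp90 partner of steroid receptors, rose by 0.34 (SE 0.05, adjusted p = 2.3e-06 from limma) and Dnaja1, a partner of Hsp70, by 0.32 (SE 0.07). Of the 48 genes of folding in the endoplasmic reticulum, 15 rose and none fell (18 when adjusted over the list alone). Among them, Creld2 rose by 0.45 (SE 0.05, adjusted p = 1.3e-08 from limma) and Hsp90b1 by 0.29 (SE 0.04). By camera with a preset correlation, both groups moved up against all other genes (adjusted p = 5.2e-16 and 1.2e-09). The calls were not kept with an estimated correlation (adjusted p = 0.0995 and adjusted p = 0.107 with an estimated correlation). The median difference of the cytosolic group was 0.10, 0.07, 0.16 and 0.23 within the 4 runs of array numbers, and that of the endoplasmic reticulum group was 0.08, 0.03, 0.08 and 0.07.

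**Figure D2:**
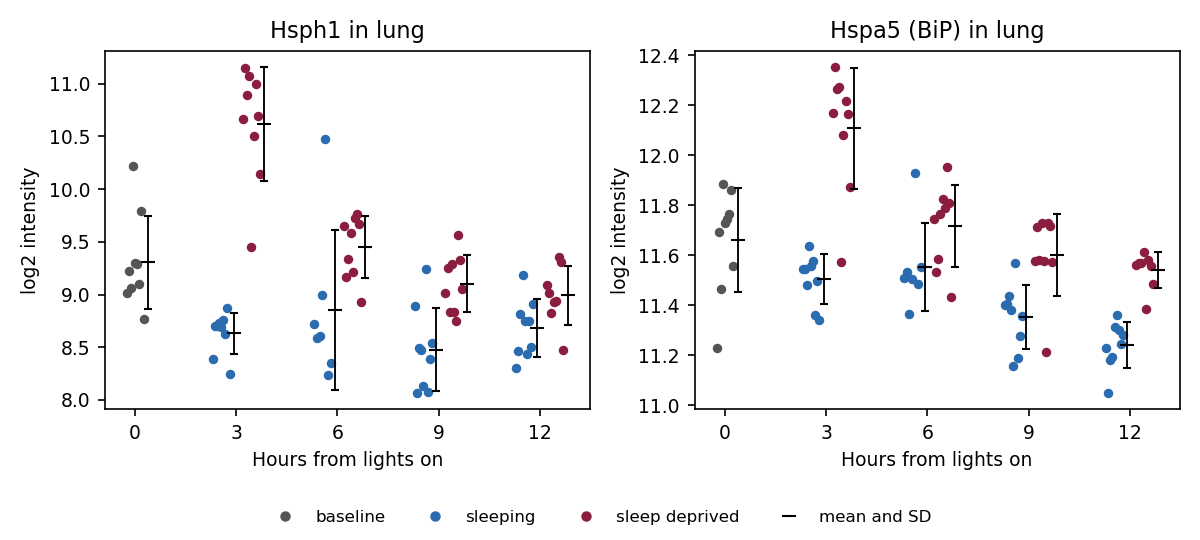
Log2 intensity (vertical axes) of Hsph1 and of Hspa5 (BiP) in each lung against hours from lights on (horizontal axes), in grey for baseline, blue for sleeping and dark red for sleep-deprived mice. Points are mice and bars the mean and SD of 7 to 9 mice.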

Notably these categories actually represent highly overlapping biological features involved in the protein folding and the Unfolded Protein Response (UPR). Figure 3 shows the annotated KEGG pathway describing protein processing. Sleep repressed transcripts in the heart are shown in orange, sleep repressed transcripts in the lung are shown in yellow, and sleep repressed transcripts common to both are shown in red. As already noted, the relative up-regulation of the UPR with wakefulness has been a prominent finding among transcriptional studies in the brain. Thus, the transcriptional pathways affected by sleep are shared, in part, between heart, lung, and brain. Indeed sleep/wake behavioral state influences key molecules throughout the pathway. Expression profiles for several of the genes repressed by sleep in both the heart and lung that have annotations related to ER stress are shown in Figure 4.

**Figure 3:**
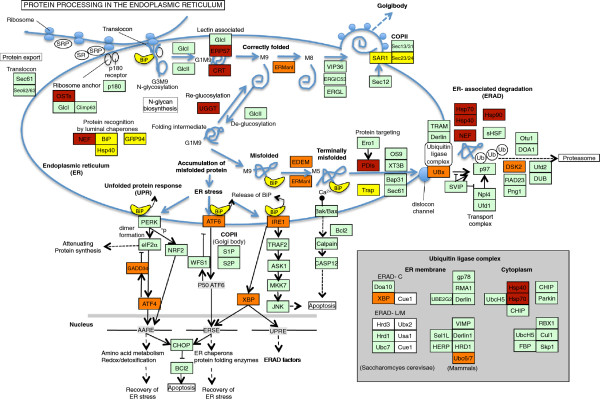
**Sleep specific effects on protein processing and the unfolded protein response.** KEGG Pathway diagram depicting protein processing in the endoplasmic reticulum. Sleep repressed genes common to both tissues are colored maroon. Sleep repressed genes in the heart (or lung) alone are colored orange (or yellow).

**Figure 4:**
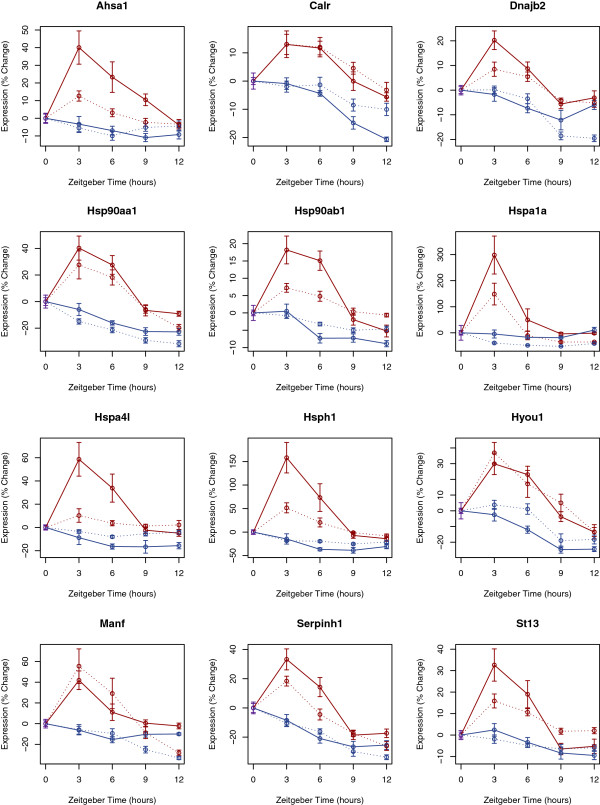
**Transcript profiles of sleep repressed genes involved in the unfolded protein response.** Temporal profiles of expression for select sleep responsive genes with annotations relating to protein processing and endoplasmic reticulum (ER) stress. Changes in gene expression from the baseline condition (lights on) are plotted as a percent of baseline expression levels. Maroon curves show data from experimentally sleep deprived animals and blue curves show data from spontaneously sleeping animals. Data from heart tissue is connected with dashed lines. Data from lung tissue is connected by uninterrupted lines. All genes shown here met statistical criteria for sleep specific repression in both tissues. Data shown represents mean ± standard error for 8 or 9 biological replicates.

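Of the genes of Figure 4, 10 were analysed here, and Hsp90ab1 and Hspa1a were not analysed here. The study chose these genes on the same samples, so their direction is not independent evidence. With sleep deprivation 9 of the 10 rose over all hours, and all 10 were higher at 3 h (adjusted p under 0.01 from limma). Hsph1 stood 148% above its baseline after 3 h of sleep deprivation and 37.3% below it after 3 h of sleep, which is a change of -37.3%. The genes Calr, Hsp90aa1, Hyou1 and Serpinh1 also fell over 12 h of sleep and were strict sleep repressed genes. Hsp90aa1, the inducible cytosolic Hsp90, rose by 0.41 with sleep deprivation (SE 0.06) and fell by 0.41 over 12 h of sleep (adjusted p of the slope = 0.000199). Serpinh1, a chaperone of collagen, rose by 0.31 (SE 0.07) and fell by 0.47 over 12 h of sleep (adjusted p of the slope = 0.00057). Calr, a lectin chaperone, rose by 0.22 (SE 0.04), and Hyou1 by 0.36 (SE 0.06). Hspa4l, a relative of Hsph1, rose by 0.45 (SE 0.08), Ahsa1, an activator of Hsp90, by 0.32, Manf, a secreted stress factor, by 0.29 and Dnajb2 by 0.15, with adjusted p of the slope from 0.0764 to 0.211. Dnajb2 no longer passed with 5 runs of array numbers as a block (0.13, adjusted p = 0.0109 from limma). The slope of Hsph1 had an adjusted p of 0.0294, and was -0.56 over 12 h. St13, another Hsp70 partner, differed by 0.18 (SE 0.05, adjusted p = 0.0144 from limma), and passes without the 16 arrays (0.22), with time as a factor (0.17), with 4 runs as a block (0.16) and with the filter on intensity (0.18). Under the other 4 alternatives it did not pass.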

The UPR was first connected to the molecular response to sleep deprivation in the fly brain [30] and has since been found to be up-regulated by sleep deprivation in different brain regions across multiple species (for review, see [14]). In the brain, the differential expression of molecular chaperones and the UPR between sleep and sleep deprivation is maintained in mice after adrenalectomy [31] and is thus not the result of HPA axis stress. The UPR was also up-regulated with extended wakefulness in the liver [16], and PCR confirmed that sleep deprivation enhanced the transcription of *BiP* (Immunoglobin binding protein), a master regulator of the UPR, in skeletal muscle [32].

The UPR is a highly conserved response to cellular metabolic stress and the accumulation of misfolded proteins (for reviews, see [33,34]). This three-armed response to the accumulation of misfolded proteins involves: (1) reducing further protein translation to avoid further overtaxing the endogenous chaperones, (2) up-regulating the transcription of chaperones to assist in proper protein folding, and (3) inducing apoptosis if cellular homeostasis cannot be restored [34]. In mouse cerebral cortex, all three arms of the unfolded protein response occur and are up-regulated after 6 hours of sleep deprivation [22]. Diverse metabolic challenges can all ultimately induce the UPR [34]. It is unknown if the metabolic alterations induced by sleep loss are the same in heart, lung, and brain. The metabolic insults may reflect the unique demands of each tissue. Regardless of the inciting mechanism, the common downstream consequences of the UPR and the resulting reduction in protein translation are expected to impact these peripheral tissues as well as brain. It is also worth noting that while several genes in the UPR pathway met the strict criteria for sleep repressed genes in both tissues, a larger set met the criteria in only one. For example, *BiP* (official symbol *Hspa4*, Heat shock protein 4) met criteria for a sleep repressed transcript in the lung. 

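Hspa5, the gene of the BiP protein, had a log2 intensity of 11.75 ± 0.28 (SD, n = 35) in sleep-deprived and 11.40 ± 0.17 (SD, n = 34) in sleeping mice, a difference of 0.34 (SE 0.06, adjusted p = 8.9e-06 from limma). It fell by 0.40 over 12 h of sleep (adjusted p of the slope = 1.3e-05) and met both criteria. Against baseline, its mean was 36.4% higher after 3 h of sleep deprivation, and it had changed by -25.3% after 12 h of sleep. Hspa4, a different gene that encodes a relative of Hsph1, was 0.15 higher with sleep deprivation (SE 0.03, adjusted p = 4.1e-05 from limma). Its slope over sleep was not past the threshold (adjusted p = 0.117 from limma).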

In the heart, *BiP* expression showed a reduction in sleep relative to enforced sleep deprivation but this reduction did not meet the pre-defined level of significance.

### Sleep enhances molecular processes in an organ specific manner

Using DAVID, we identified KEGG pathways and GO biologic categories overrepresented among the strict sleep enhanced genes in the lung: carbohydrate metabolism, glycoproteins and sulfur metabolism.

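In the lung, Aldoc, an aldolase of glycolysis, was the only strict sleep enhanced gene among 61 genes of carbohydrate metabolism (p = 0.153, one-sided Fisher's exact test, adjusted p = 0.989 over 51 lists). It fell by 0.35 with sleep deprivation (SE 0.05, adjusted p = 2.4e-06 from limma) and rose by 0.45 over 12 h of sleep. Strict sleep repressed genes of the same list were Gfpt1 and Gfpt2, which make glucosamine phosphate (p = 0.0205, one-sided Fisher's exact test, adjusted p = 0.174). Over all hours, 5 genes of carbohydrate metabolism were lower and 3 higher in sleep-deprived mice (5 and 3 when adjusted over the list alone). Man2b1, a lysosomal mannosidase, fell by 0.14 (adjusted p = 4.6e-05 from limma). Among 62 genes of sulfur and glutathione metabolism, 8 were lower and 2 higher in sleep-deprived mice (9 and 2 when adjusted over the list alone). The higher ones included Gclc, which makes the precursor of glutathione, at 0.18 (SE 0.03) and Ggt5, a transferase of glutathione's glutamyl group, at 0.19. By camera with a preset correlation, both lists moved down in sleep-deprived mice (adjusted p = 0.0431 and 0.00469). These became adjusted p = 0.909 and adjusted p = 0.534 with an estimated correlation.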

These classes are of broad physiologic importance and the global metabolic consequences of the sleep-induced changes are thus difficult to simply characterize. However, more focused attention to the particular genes involved suggests that sleep-dependant processes are important in the regulation of oxidative stress in the lung. For example, Pyruvate dehydrogenase kinase isozyme 1 (*Pdk1*) is among the many sleep-enhanced genes involved in carbohydrate metabolism. 

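Pdk1, a kinase that slows the entry of pyruvate into the citric acid cycle, had a log2 intensity of 8.23 ± 0.17 (SD) in the lungs of sleeping mice and 7.97 ± 0.25 (SD) in sleep-deprived mice. It fell by 0.27 with sleep deprivation (SE 0.05, adjusted p = 0.000165 from limma). Over 12 h of sleep it changed by 0.23, with an adjusted p of the slope of 0.0155.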

Pdk1 phosphorylates, and thereby inactivates, the mitochondrial pyruvate dehydrogenase complex that catalyzes the rate-limiting step in the initiation of the Citric Acid, or Krebs, cycle [35]. Thus, the translation of *Pdk1* serves to slow a major checkpoint of oxidative metabolism.

Sulfur metabolism is a similarly ubiquitous biological process, yet the sleep-enhanced transcripts in these pathways also appear to protect the lung in the face of oxidative stress and free radicals. Glutathione S-transferase 1 and 2 (*Gstt1* and *Gstt2*) were up-regulated with sleep and are part of a multigenic family responsible for the conjugation of oxidized, toxic, molecules with reduced glutathione [36]. 

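In the lung, Gstt2 had a log2 intensity of 8.25 ± 0.22 (SD) in sleeping mice and 8.03 ± 0.16 (SD) in sleep-deprived mice, a change of -0.23 with sleep deprivation (SE 0.05, adjusted p = 0.000414 from limma). Gstt1 fell by 0.13 (SE 0.03, adjusted p = 0.00398 from limma), to 0.917 of its level in sleep. Over 12 h of sleep, Gstt2 changed by 0.17 and Gstt1 by 0.06, with adjusted p of the slope of 0.185 and 0.475.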

Thioredoxin reductase 3 (*Txnrd3*), another sleep enhanced transcript, is an enzyme with glutathione and thioredoxin reducing activity – and thus enhances the ability to buffer oxidative free radicals [37]. 

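Txnrd3 fell by 0.22 in the lungs of sleep-deprived mice (SE 0.04, adjusted p = 0.000329 from limma), from 8.55 ± 0.17 (SD) to 8.34 ± 0.20 (SD). Over 12 h of sleep it rose by 0.25 (adjusted p of the slope = 0.00405). It was the only strict sleep enhanced gene among the measured genes of sulfur and glutathione metabolism (p = 0.155, one-sided Fisher's exact test).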

Taken together these changes will serve to slow the generation of oxidative stressors and free radicals, increase the generation of reducing agents, and enhance the conjugation of these scavengers with extant free-radicals.

There is a long history of studies connecting sleep with the response to oxidative stress. Oxidized glutathione itself has been shown to have somnogenic properties [38] and sleep deprivation has previously been reported to decrease glutathione protein levels in both brain [39] and liver [40]. Mackiewicz et al. showed increased expression of antioxidant enzymes during sleep in the hypothalamus [6]. While these results are in contrast with Ramanathan’s report of an increase in brain anti-oxidant responses in the setting of short term sleep deprivation [41], the bulk of the data suggest that sleep is a time for the brain to buffer the oxidative load imposed by wakefulness. The lung, like the brain, is subject to considerable oxidative stress [6,42], and sleep appears to also provide the lung with a temporal compartment favoring the electrochemical reduction of free radicals.

### Sleep enhances targeted protein breakdown and DNA repair in the heart

Vagal tone and the baroreflex contribute to cardiac control and change during both REM and NREM sleep [43,44]. As a result, heart rate and blood pressure decline during NREM sleep and the heart has a reduced workload [44]. Surprisingly, the most significantly enriched annotations among the strict sleep enhanced genes in the heart related to the catabolism or breakdown of macromolecules. Sleep enhanced transcripts in the heart were enriched for the ubiquitin–proteasome system (UPS) pathway (Additional file 2: Figure S1). The UPS tags intracellular proteins by conjugation with ubiquitin and marks them for degradation [45]. We observed sleep enhanced expression of several Fbox family molecules including *Fbxo11*, *Fbxo3*, *Fbxo47* and *Fbxo1*. These Fbox proteins are components of Skp, Cullin, F-box (SCF) containing complex that catalyzes the ubiquitination of target proteins [46]. E3 ligases that covalently attach ubiquitin to specific target proteins also showed sleep enhanced transcription. Enhanced transcription of the machinery for protein degradation is at odds with our initial hypothesis that sleep is an anabolic period. However, targeted protein breakdown is distinct from generalized protein degradation. We speculate that, in the heart, sleep may provide a temporal window for the targeted breakdown of errant peptides. Targeted breakdown reflects a checkpoint where damaged proteins and now un-needed regulatory factors may be removed prior to new synthesis [45]. In addition, the UPS maintains the quality of nascent proteins emerging from the ER [47]. This hypothesis requires further experimental verification, but is consistent with the sleep induced down regulation of the UPR. The removal of damaged peptides during sleep would prevent their accumulation and cellular stress.

The second functional cluster overrepresented among sleep-enhanced genes in the heart involves DNA repair and regulation. The adult mammalian cardiomyocyte cell is a “textbook example” of a terminally differentiated, non-dividing cell [48]. While growing evidence suggests that there is cardiomyocyte turnover in the adult heart, the slow pace of division (<2% per year), suggests that DNA synthesis is not a major metabolic demand on the cardiomyocyte [49]. In that context, the importance of DNA metabolism appears questionable. However, DNA damage is a well characterized consequence of both mechanical and oxidative stress in cardiomyocytes [50,51]. Increasing DNA damage likely impedes proper transcription and evidence of DNA damage is associated with the progression to heart failure regardless of the underlying etiology [52]. Thus repair of DNA in the relatively fixed number of cardiomyocytes places a unique burden on the heart [51].

*Ogg1*, one of the sleep enhanced transcripts, has been specifically shown to function in the excision repair of DNA in cardiomyocytes from human patients with end stage cardiomyopathy as well as from mouse models of cardiac stress [52]. Decreased levels of *Brca2*, another sleep induced gene involved in DNA repair, have been shown to worsen doxorubicin induced heart failure [53]. DNA repair is an essential requirement for the continued health of the myocardium. While a circadian rhythm in DNA repair has already been described in other cells [54,55], in the heart this essential function is augmented by sleep.

### Sleep state effects circadian clock expression in the lung

Discrete and independent circadian and homeostatic processes are believed to regulate sleep. Yet recent evidence suggests that at the molecular level these processes are intertwined [56]. At its core, the molecular circadian pacemaker is driven by the CLOCK/BMAL transcriptional activator complex. In the cerebral cortex the expression of several canonical circadian genes increases with sleep deprivation [57,58]. Moreover, a variant discovered in the *Dec2* gene (official symbol *Bhlhe41*), a modulator of CLOCK/BMAL mediated transcription [59], has been shown to influence sleep need [60]. Separately, recent work from the Takahshi and Schibler labs has demonstrated that small changes in temperature, as are expected from the normal physiology of sleep, are powerful time cues for peripheral oscillators [61-63]. 

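Cirbp, an RNA-binding protein induced by cold, had a log2 intensity of 10.18 ± 0.38 (SD, n = 34) in the lungs of sleeping mice and 9.54 ± 0.44 (SD, n = 35) in sleep-deprived mice. It fell by 0.63 with sleep deprivation (SE 0.10, adjusted p = 3.9e-06 from limma). Over 12 h of sleep it changed by 0.40, with an adjusted p of the slope of 0.0615. With its relative Rbm3, it forms a list of cold-inducible genes of which both fell. This list moved down by camera (adjusted p = 3.2e-05, and adjusted p = 0.0369 with an estimated correlation), and its median difference was -0.33, -0.56, -0.68 and -0.72 within the 4 runs of array numbers.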

Cold induced RNA binding protein (*Cirbp*) has been implicated in this effect [64] and *Cirbp* demonstrated sleep enhanced transcription in both heart and lung. Maret et al. similarly noted sleep induced changes in liver *Cirbp expression*[16], Thus we questioned if sleep and sleep deprivation specifically influence the expression of core clock genes in heart and lung. 

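In the lung, Arntl, the partner of Clock in the core of the circadian clock, ran from a log2 intensity of 8.90 ± 1.18 (SD, n = 9) at baseline to 5.81 ± 0.25 (SD, n = 9) after 12 h of sleep. Per2, a repressor of the same loop, ran from 7.57 ± 0.99 (SD) to 9.87 ± 0.28 (SD). Without the 16 arrays, Arntl ran from 9.37 ± 0.09 (SD, n = 7) to 5.78 ± 0.23 (SD, n = 7) and Per2 from 7.25 ± 0.27 (SD) to 10.00 ± 0.07 (SD). Baseline array 36 had 5.80 for Arntl and 10.12 for Per2. Between sleep-deprived and sleeping mice over all hours, Arntl differed by 0.51 (SE 0.28, adjusted p = 0.246 from limma), Npas2 by 0.42 (adjusted p = 0.36) and Per2 by 0.08 (adjusted p = 0.868). Differences of Per1, Per3, Cry2 and Nr1d2, further repressors of the loop, were 0.09, -0.26, -0.06 and -0.10, with adjusted p from 0.408 to 0.799. Of 16 measured core clock genes, 2 changed between the states (adjusted over the list alone, 1 was higher and 3 were lower). Nr1d1 was not analysed here. The model without time of day carries the daily swing of these genes in its error. Together with 3 clock output genes, 6 passed with time as a factor, among them Arntl (0.45, adjusted p = 0.00782 from limma), 5 with the 4 runs of array numbers as a block, 4 with 5 runs, 4 with array weights and 1 without the 16 arrays.

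**Figure D3:**
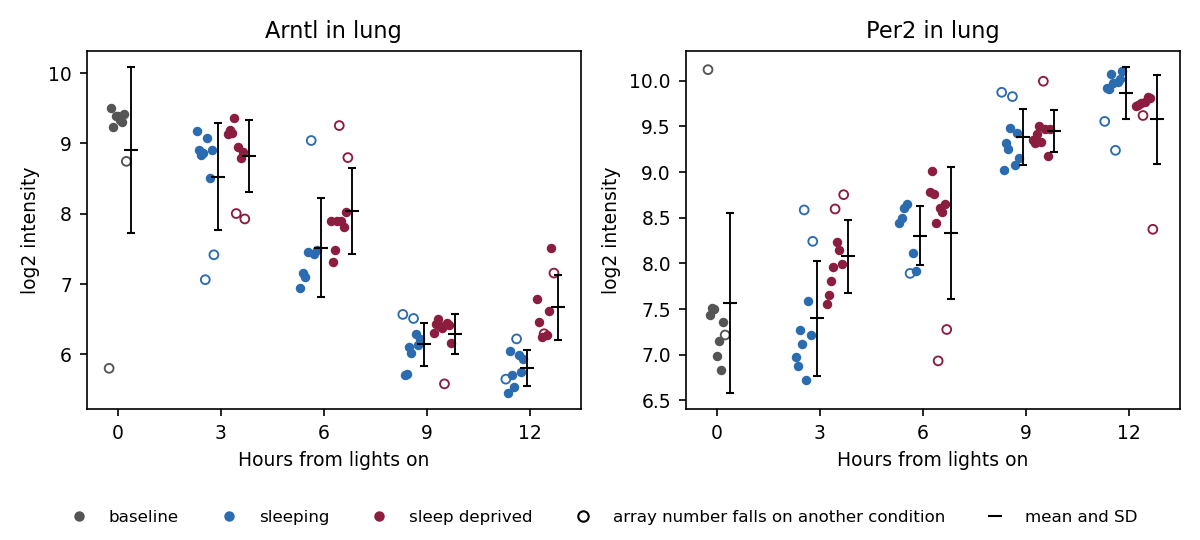
Log2 intensity (vertical axes) of Arntl and Per2 in each lung against hours from lights on (horizontal axes), in grey for baseline, blue for sleeping and dark red for sleep-deprived mice, with bars for the mean and SD of 7 to 9 mice. Open circles are the 16 arrays, 15 whose number falls on another condition and array 81.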

Most core circadian genes were unaffected by sleep state (Figure 5). However, *Dec2 *[59] (official symbol *Bhlhe41*), *Clock* and *Fbxl21* (which participates in the regulated degradation of some clock components) [65-67], all showed significant differential expression between sleep and sleep deprivation (p < 0.001) in the lung. 

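In the lung, Bhlhe41 had a log2 intensity of 8.60 ± 0.69 (SD, n = 34) in sleeping mice and 8.01 ± 0.56 (SD, n = 35) in sleep-deprived mice. It fell by 0.59 with sleep deprivation (SE 0.15, unadjusted p = 0.000168 and adjusted p = 0.00412 from limma) and rose by 1.73 over 12 h of sleep. Fbxl21 fell by 0.27 (SE 0.04, unadjusted p = 1.3e-08 and adjusted p = 4.4e-06 from limma). Clock differed by 0.18 in the other direction (SE 0.05), with an unadjusted p of 0.000733 and an adjusted p of 0.0122, and passed an adjusted p of 0.01 with time as a factor (0.17), with 4 and with 5 runs of array numbers as a block (0.17 and 0.21), with the filter on intensity (0.18), with array weights (0.18) and with a liver covariate (0.19). Clock did not pass with trended and robust variances, nor without the 16 arrays (0.21, adjusted p = 0.01005 from limma). Over all hours, Bhlhe41 no longer passed without the 16 arrays (-0.58, adjusted p = 0.0147 from limma). Hour by hour without these arrays, it passed at 3, 6 and 9 h (-0.43, -0.48 and -0.98, adjusted p = 0.000962, 0.000708 and 7.1e-11 from limma). It did not pass at 12 h (-0.41, adjusted p = 0.0152 from limma).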

*Dec2* expression was also significantly affected by behavioral state in the heart, but with a smaller fold-change. Given the increase in Clock and decrease in *Dec2* expression observed with sleep deprivation, we expected an increase in the canonical, E-box driven, clock output genes *Dbp*, *Tef*, and *Hlf *[68]. Unexpectedly, but in accord with previous observations in the cerebral cortex [69], *Dbp* transcript levels fell during sleep deprivation. 

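Of the clock output genes, Hlf, Tef and Nfil3 were measured in the lung, and Dbp was not analysed here. All 3 encode transcription factors that bind D-box elements. Hlf differed by -0.27 between sleep-deprived and sleeping mice (SE 0.16, adjusted p = 0.29 from limma) and Tef by -0.13 (SE 0.13, adjusted p = 0.552). Nfil3 differed by 0.45 (SE 0.13, adjusted p = 0.0146 from limma) and was the 1 gene of the 3 past the threshold when adjusted over the list alone. Over 12 h from lights on in sleeping mice, the fitted level climbed by 1.82 for Hlf, with an unadjusted p of 2.98e-13 from limma for the slope.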

In the cortex this decrease has been ascribed to reduced binding of BMAL1 and NPAS2 (the functional paralogue of CLOCK) to the *Dbp* promoter with sleep deprivation [69].

**Figure 5:**
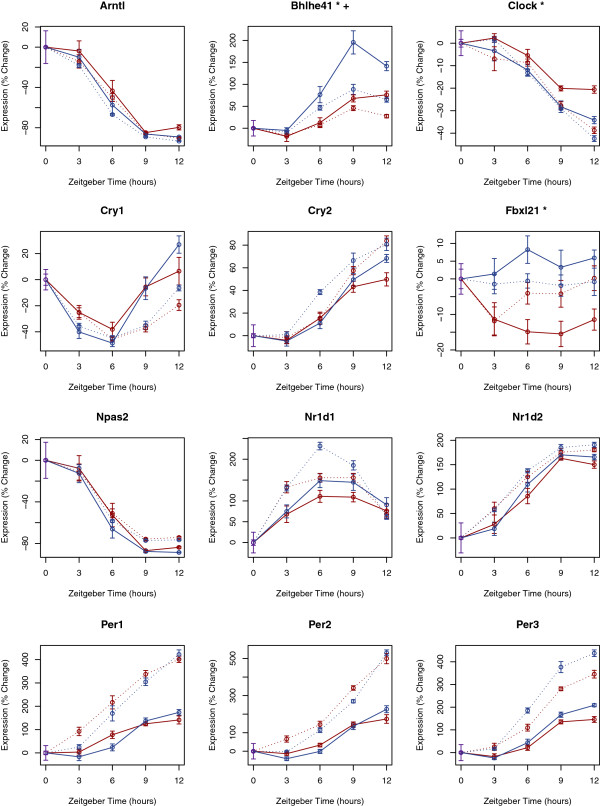
**Effect of sleep and sleep deprivation on the expression of core clock components.** The expression of exemplar circadian genes is plotted as a function of time in both the heart and lung. Changes in transcript expression from baseline conditions (lights on) are plotted as a percent of baseline expression levels. Maroon curves show data from experimentally sleep-deprived animals and blue curves show data from spontaneously sleeping animals. Data from heart tissue is connected with dashed lines. Data from lung tissue is connected by uninterrupted lines. Transcripts annotated with a (*) or (+) showed differential expression in the lung or heart respectively (p < 0.001). Data shown represents mean ± standard error for 8 or 9 biological replicates.

### Sleep synchronizes gene expression in the lung

Given the changes in lung clock-gene expression with sleep deprivation, we hypothesized that sleep and its associated changes in body temperature could function in synchronizing the peripheral circadian oscillators with behavioral rhythms. By extension, such changes would be expected to synchronize the peripheral oscillators of different animals with each other. Thus, we investigated the influence of sleep on the inter-animal variability of gene expression in the lung and questioned if the inter-animal variation of expression is a function of sleep duration. Bartlett’s test of homoscedasticity (uniform variance) [70,71] was applied to the five groups of experimental animals (baseline and sleeping for 3, 6, 9, and 12 hours) not subjected to artificial deprivation. 

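Transcripts of hepatocytes make up part of the lung genes whose spread between animals changed with the duration of sleep. Agxt, a peroxisomal enzyme of the liver, had an SD of 0.23 between baseline mice, 2.34 between mice after 6 h of sleep and 0.15 after 12 h of sleep. Slco1b2, a bile acid transporter of hepatocytes, had SDs of 0.50, 2.88 and 0.14, and Itih2, a plasma protein made in the liver, had SDs of 0.24, 1.88 and 0.20. Of 38 enzymes and transporters of the hepatocyte, 34 were among the genes that passed (adjusted p = 5.2e-39, one-sided Fisher's exact test over 51 lists), and of 35 proteins secreted by hepatocytes, 22 were (adjusted p = 2.5e-19). By Bartlett's test, 1427 probe sets representing 923 genes had a variance that differed between baseline and 3, 6, 9 and 12 h of sleep. With probe sets of a mean log2 intensity under 6 left out, 510 probe sets passed.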

The analysis yielded 1483 probes and 1122 unique named genes that showed changes in variability as a function of sleep duration (FDR <1%). Bartlett’s test is statistically powerful but sensitive to outliers and departures from normality. To safe-guard against this possibility we applied the more robust, but less powerful, Brown-Forsythe test [72] and retained only those transcripts that also showed significant (p < 0.01) changes in variability with this test. 

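Stab2, a scavenger receptor of sinusoidal endothelium, passed both Bartlett's and the Brown-Forsythe test in the lung. Its log2 intensity had an SD of 0.09 between baseline mice and 0.96 between mice after 6 h of sleep. Hsd17b2, a steroid dehydrogenase, had SDs of 0.93 at baseline, 2.03 after 6 h and 0.19 after 12 h of sleep. Themis, a signalling protein of T cells, had, among baseline and sleeping mice, its widest spread after 9 h of sleep, with an SD of 0.66 against 0.10 at baseline, and 0.36 without the 16 arrays. Plpp5, a lipid phosphatase, Tmem44 and Gbx1, a homeobox factor, also spread most after 9 h of sleep, with SDs of 0.24, 0.23 and 0.24. Both tests were passed by 40 probe sets representing 28 genes. Without the 16 arrays 10 probe sets passed both, where 100 random draws that leave out as many mice gave 5 to 48. With residuals from the means of the runs of array numbers 113 passed, and with the filter on intensity 25. By the Brown-Forsythe test alone, 153 probe sets had a p under 0.01, where 356 are expected by chance. None passed both tests with the Brown-Forsythe p adjusted over all probe sets (0, with 1074 at an unadjusted p under 0.05), and none passed the Fligner-Killeen test (0, with 644 at an unadjusted p under 0.05).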

A total of 210 probes and 189 unique genes met these combined criteria for sleep/circadian related changes in inter-animal variability. We plotted (Figure 6A) the coefficient of variation (CV) of gene expression in each of the sleep groups as compared to its coefficient of variation at baseline. The genes identified as having statistically significant changes in variability were labeled red. Interestingly, these genes remain clustered and show the same temporal pattern in variability. The genes in the cluster become more variable during early sleep and more coherent at the end of the sleep period. 

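The 40 probe sets that passed both variance tests in the lung, which were chosen on these same groups, were most variable after 9 h of sleep. Their coefficient of variation of the log2 values, as a median of the ratio to baseline, was 1.46 after 3 h of sleep, 1.12 after 6 h, 3.08 after 9 h and 0.98 after 12 h. It was above baseline for 29, 20, 36 and 19 of the 40 probe sets. The group at 9 h of sleep holds 2 of the 16 arrays, 10 and 28, and its ratio was 2.80 without the 16. Trmt10c, a subunit of mitochondrial RNase P, had SDs of 0.05 at baseline and 0.24, 0.04, 0.12 and 0.16 after 3, 6, 9 and 12 h of sleep. Eif3c, a subunit of a translation initiation factor, had SDs of 0.01 at baseline and 0.05, 0.07, 0.10 and 0.09. Over the 1427 probe sets that passed Bartlett's test alone, which hold most of the hepatocyte genes, the median ratio was 1.58, 2.86, 1.34 and 0.745 at these hours. Over all probe sets it was 1.17, 1.04, 1.29 and 0.909. Groups hold 7 to 9 mice, and the groups at 3, 6 and 0 h and those at 9 and 12 h come from different runs of array numbers. From such ratios, the paper states that the genes become more variable early in sleep and more alike between animals at its end.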

Additional file 3: Figure S2 confirms that these changes in variability are not the result of sporadic outliers as the same pattern is observed with median absolute deviations. 

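With the median absolute deviation over the median in place of the coefficient of variation, the 40 probe sets that passed both tests had median ratios to baseline of 1.67, 1.39, 3.24 and 0.873 after 3, 6, 9 and 12 h of sleep, so the order of the hours was the same. Over the probe sets that passed Bartlett's test alone, the median ratios were 1.23, 1.32, 1.27 and 0.764. For the 38 hepatocyte enzymes and transporters, the ratio after 6 h of sleep was 1.46 by this measure, above baseline for 30 of them, and 3.07 by the coefficient of variation, which gave 4.91 without baseline array 56 and 4.85 without the 16 arrays. After 6 h of sleep, 5 of the 7 mice had a mean level of secreted liver proteins between -0.87 and 0.43 relative to all mice on the log2 scale, and the other 2 stood at 3.75 and 4.89. These were arrays 80 and 79, the only mice of this group in the last run of array numbers. Their neighbours by number were also high, with 1.81 for array 78 (3 h of sleep) and 2.30 for array 81 (12 h of sleep deprivation). Array 60 (3 h of sleep), away from these numbers, stood at 3.41. The spread at 6 h is thus not separated from array order.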

Further evidence that this group of genes is indeed a physiologically relevant cluster and not a random collection of genes is obtained from GO and KEGG-Pathway overrepresentation analysis (Table 5). This transcript cluster is *highly* enriched for annotations relating to oxidation/reduction, drug metabolism, and wound healing.

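Transcripts of liver enzymes, which belong to the annotations of oxidation, reduction and drug metabolism, and of secreted liver proteins, which belong to those of wound healing, varied together between lungs. In 1 mouse after 6 h of sleep, the log2 intensity of Alb, the most abundant plasma protein made in the liver, was 13.22 and that of Fgb, a chain of fibrinogen, was 12.92. In another mouse of the same group they were 6.92 and 5.19. Of 43 oxidoreductases that lung cells make themselves, 2 were among the genes that passed Bartlett's test, and of 33 coagulation and wound healing genes of lung endothelium, platelets and stroma, 2 were (p = 0.63 and p = 0.486, one-sided Fisher's exact test). Other lists with more genes than expected by Bartlett's test included sulfur and glutathione metabolism (14 of 62, adjusted p = 2.3e-05 from Fisher's exact test), genes of thymus and lymph nodes (5 of 11, adjusted p = 0.00103), the core clock (5 of 16, adjusted p = 0.00662) and carbohydrate metabolism (9 of 61, adjusted p = 0.0201). Whether the core clock stays enriched without the 16 arrays was not tested. Without them, the clock gene Arntl had a baseline mean of 9.37 and SD of 0.09, while array 36, which is among the 16, stood at 5.80. None of the lung's own 2 lists and the 2 liver lists had a member among the 28 genes that passed both tests, where 0.064, 0.0491, 0.0521 and 0.0565 were expected. Of the 1427 probe sets that passed Bartlett's test, 546 had a correlation above 0.5 with the level of secreted liver proteins across mice within groups. With that level regressed out, 450 probe sets passed, 425 of them in common. The groups' spread of the level itself did not pass a permutation test over mice (p = 0.0862 for secreted proteins and p = 0.0754 for enzymes, adjusted p = 0.35 over 22 lists). The same permutation test without the 16 arrays gave p = 0.0149 and p = 0.0221, with adjusted p = 0.162 for both.

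**Figure D4:**
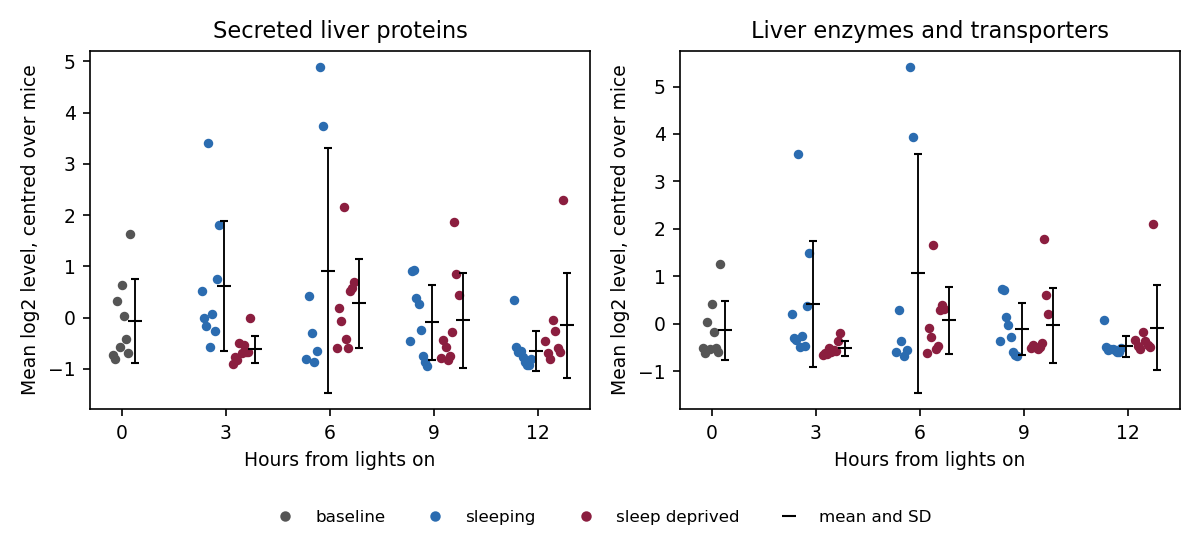
Mean log2 level of secreted liver proteins and of liver enzymes in each lung relative to all mice (vertical axes) against hours from lights on (horizontal axes), in grey for baseline, blue for sleeping and dark red for sleep-deprived mice, with bars for the mean and SD of 7 to 9 mice. The highest levels, 4.89 and 5.41, are from 1 mouse after 6 h of sleep.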

**Figure 6:**
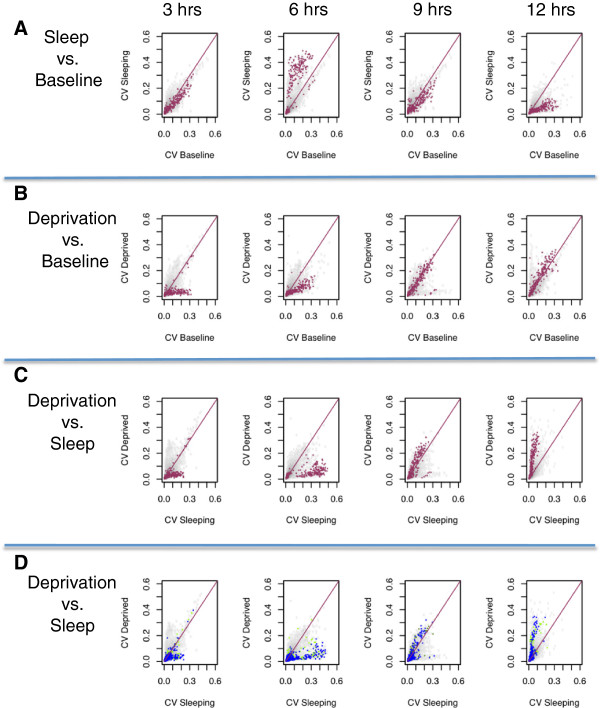
**Effect of sleep and sleep deprivation on the inter-animal variability of transcript expression in the lung.** 210 probes showed statistically significant changes in expression variability as a function of sleep duration. **(A)**: The coefficient of variation (CV) of probe expression among spontaneously sleeping mice after 3, 6, 9, and 12 hours is plotted against the CV of the same probe at baseline (lights-on). The red line of identity (x = y) demarcates no change in inter-animal variability. Probes with statistically significant temporal changes in variance among sleeping mice are colored in red. These probes remain clustered and show systematic changes with variability as sleep progresses. **(B)**: The coefficient of variation of gene expression among mice deprived of sleep for 3, 6, 9 and 12 hours is plotted against the CV of the same gene at baseline. The probes with statistically significant changes in variability among sleeping mice are again colored red and now demonstrate a different temporal progression. **(C)**: The CV of probe expression among spontaneously sleeping mice after 3, 6, 9 and 12 is plotted against the CV of diurnally matched sleep deprived mice. The identified probes remain clustered at all circadian times and show systematic differences in inter-animal variability. Relative to baseline and sleep-deprivation, early sleep enhances inter-animal variability. At the end of the normal sleep period, animals allowed uninterrupted sleep show more uniform expression while sleep-deprived animals become relatively desynchronized. **(D)** The data from part **(C)** is re-plotted now highlighting all probes with Gene Ontology annotations related oxidation-reduction (n = 778, colored blue) and wound healing (n = 361, colored green). These large and physiologically important transcript groups show the same pattern and are synchronized after uninterrupted sleep.

**Table 5:** Overrepresented functional annotations describing genes that show non-uniform variance as a function of sleep duration

**Annotation cluster 1**	**Enrichment score: 14.904263431729085**			
**Category**	**Term**	**P Value**	**Fold Enrichment**	**FDR**
SP_PIR_KEYWORDS	Microsome	4.15E-24	23.74	5.37E-21
KEGG_PATHWAY	Retinol metabolism	3.03E-20	17.72	3.19E-17
SP_PIR_KEYWORDS	Heme	3.00E-19	15.99	3.89E-16
SP_PIR_KEYWORDS	Monooxygenase	5.41E-19	19.11	7.00E-16
SP_PIR_KEYWORDS	Oxidoreductase	1.09E-18	6.50	1.41E-15
KEGG_PATHWAY	Drug metabolism	6.69E-18	15.30	7.05E-15
GOTERM_BP_FAT	GO:0055114 ~ oxidation reduction	3.07E-16	5.27	5.22E-13
SP_PIR_KEYWORDS	Iron	6.73E-15	8.04	8.76E-12
KEGG_PATHWAY	Metabolism of xenobiotics by cytochrome P450	7.52E-15	14.78	7.96E-12
KEGG_PATHWAY	Linoleic acid metabolism	3.42E-13	17.46	3.61E-10
SP_PIR_KEYWORDS	endoplasmic reticulum	4.12E-13	4.87	5.33E-10
KEGG_PATHWAY	Arachidonic acid metabolism	1.33E-07	8.30	1.40E-04
SP_PIR_KEYWORDS	metal-binding	4.05E-04	1.69	5.22E-01
**Annotation Cluster 2**	**Enrichment Score: 7.639984508416769**			
**Category**	**Term**	**P Value**	**Fold Enrichment**	**FDR**
KEGG_PATHWAY	Complement and coagulation cascades	3.36E-15	13.77	3.52E-12
GOTERM_BP_FAT	GO:0009611 ~ response to wounding	2.76E-10	5.96	4.32E-07
GOTERM_BP_FAT	GO:0007596 ~ blood coagulation	3.19E-08	14.07	4.99E-05
GOTERM_BP_FAT	GO:0050817 ~ coagulation	3.19E-08	14.07	4.99E-05
GOTERM_BP_FAT	GO:0007599 ~ hemostasis	3.63E-08	13.87	5.67E-05
GOTERM_BP_FAT	GO:0050878 ~ regulation of body fluid levels	2.66E-07	11.06	4.15E-04
SP_PIR_KEYWORDS	blood coagulation	1.33E-06	19.52	1.72E-03
GOTERM_BP_FAT	GO:0042060 ~ wound healing	1.89E-06	8.79	2.95E-03
SP_PIR_KEYWORDS	Plasma	7.60E-05	21.50	9.83E-02
**Annotation Cluster 3**	**Enrichment Score: 5.173741168245643**			
**Category**	**Term**	**P Value**	**Fold Enrichment**	**FDR**
KEGG_PATHWAY	Steroid hormone biosynthesis	2.85E-09	14.03	3.01E-06
KEGG_PATHWAY	Drug metabolism	5.61E-09	13.15	5.92E-06
KEGG_PATHWAY	Androgen and estrogen metabolism	1.09E-06	13.91	1.15E-03
KEGG_PATHWAY	Ascorbate and aldarate metabolism	3.62E-06	22.95	3.82E-03
KEGG_PATHWAY	Pentose and glucuronate interconversions	1.67E-04	16.88	1.76E-01
KEGG_PATHWAY	mmu00500:Starch and sucrose metabolism	3.41E-04	9.56	3.59E-01
SP_PIR_KEYWORDS	Glycosyltransferase	7.02E-04	4.67	9.04E-01

Annotation clusters were provided by DAVID. Only annotations with an FDR <5% are retained and only the top 3 clusters are shown.

As the five experimental groups considered in this analysis differed not only in sleep duration but also in circadian time, we next plotted the CVs among the four sleep-deprived groups as compared to baseline (Figure 6B). The same transcripts are labeled red. Despite being identified from the analysis of an independent group of animals under different conditions, these genes remain a single cluster but demonstrate a different temporal progression during sleep deprivation. Among sleep-deprived animals, the genes exhibit increased coherence during early sleep deprivation but later return to, and then exceed baseline variability. Thus, the inter-animal variability of this gene cluster changes systematically with both circadian time and sleep/wake behavioral state. 

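In sleep-deprived mice, the lung probe sets that passed both variance tests had a higher coefficient of variation than at baseline. The median ratio to baseline was 1.64, 1.66, 1.20 and 1.52 after 3, 6, 9 and 12 h of sleep deprivation, and 1.65, 1.49, 1.46 and 1.28 with the median absolute deviation. These probe sets were chosen for their variances over baseline and sleeping mice, and over all probe sets the ratio was 1.04, 1.05, 0.93 and 0.93. The probe sets that passed Bartlett's test alone had ratios of 1.14, 1.22, 1.19 and 1.26, the last of which was 0.809 without array 81. Over the 35 secreted liver proteins the ratios were 0.423, 1.00, 1.11 and 1.28, and over the 38 hepatocyte enzymes 0.396, 1.12, 1.20 and 1.44. After 3 h of sleep deprivation (9 mice), the coefficient of variation was thus below baseline for 32 of 35 and 35 of 38 hepatocyte genes. The highest ratios with 1 mouse left out were 0.675 and 0.610, both without baseline array 56. This drop was not tested by itself, and the genes of these lists varied together between lungs. A permutation test of the spread of their levels over all groups did not pass (p = 0.0862 and p = 0.0754). The ratios of hepatocyte transcripts at the later hours rest on single mice. Without array 81 they were 0.369 and 0.358 after 12 h, without array 21 they were 0.798 and 0.729 after 9 h, and without array 50 they were 0.675 and 0.672 after 6 h, while without array 56 they were 1.93 and 2.13, 1.61 and 1.86, and 1.64 and 1.69 at these hours. With the median absolute deviation they were 0.572 and 0.534 after 12 h, and without the 16 arrays 0.426 and 0.430. The values without those 16 arrays rose to 1.561 and 1.795 after 6 h and to 1.672 and 1.912 after 9 h. Leaving out each mouse in turn was an alternative chosen after seeing the data. Stab2 had SDs of 0.22, 0.15, 0.08 and 0.20 after 3, 6, 9 and 12 h of sleep deprivation.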

When the coefficient of variation in gene expression among sleeping animals is compared to the coefficient of variation among diurnally matched sleep-deprived animals (Figure 6C), this pattern becomes clear. The cluster of genes rotates in a counter clockwise direction as the animals allowed undisturbed sleep show synchronization during the later sleep period, while sleep deprived animals sacrificed at the same diurnal time show increasing inter-animal variability. 

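Set against sleeping mice at the same hour, sleep-deprived mice had a coefficient of variation in the lung that was 0.98, 1.24, 0.433 and 1.67 times as high after 3, 6, 9 and 12 h, as medians over the probe sets that passed both variance tests. It was higher in sleep-deprived mice for 19, 23, 4 and 32 of the 40 probe sets. Over the probe sets that passed Bartlett's test alone, the ratio was 0.719, 0.501, 0.855 and 1.66, and at 12 h it was 1.05 without array 81. Over hepatocyte enzymes it was 0.196, 0.344, 1.38 and 3.24. The value at 12 h rests on single mice. Without array 81 it was 0.738 and above 1 for 6 of the 38, and without array 15 it was 6.22. It was 1.07 without the 16 arrays. The value at 9 h was 0.799 without array 21, and those at 3 h and 6 h were at most 0.369 and 0.422 with 1 mouse left out. At 3 h the ratio over hepatocyte enzymes was 0.130 without the 16 arrays. Hsd17b2 had an SD of 0.66 in sleep-deprived and 1.06 in sleeping mice after 3 h, and of 0.86 and 0.19 after 12 h. Over all probe sets of the array, the ratio was 0.878, 0.998, 0.716 and 1.03. The values come from 7 to 9 mice in each group and probe sets are not independent replicates.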

Finally (Figure 6D) we followed all 778 probes that mapped to Gene Ontology (GO) annotations “GO:0055114 ~ oxidation reduction” and all 361 probes that mapped to “GO:0009611 ~ response to wounding”, both of which were highly enriched in the transcript cluster. These entire gene groups demonstrate the same systematic changes in transcript variability with sleep and sleep deprivation.

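Genes of oxidation and reduction and of wound healing were followed here as 4 fixed lists, 2 of genes that lung cells make themselves and 2 of genes of hepatocytes. After 12 h, the lung's own oxidoreductases had a median coefficient of variation 1.13 times as high in sleep-deprived as in sleeping mice, higher for 25 of 43 genes, and 0.878 times as high without array 81. For the lung's own wound healing genes the ratio was 1.38, higher for 25 of 33 genes. For secreted liver proteins it was 2.41, but 0.683 without array 81, 4.78 without array 15 and 1.02 without the 16 arrays. After 3, 6 and 9 h the ratio was 0.80, 0.93 and 0.68 for the lung's own oxidoreductases. For its wound healing genes it was 0.98, 0.88 and 0.66 at these hours. From 6 h to 12 h of sleep, the log2 of the coefficient of variation changed by -0.53 for the lung's own oxidoreductases, -0.31 for its wound healing genes, -2.41 for secreted liver proteins, -2.97 for liver enzymes and -0.18 for all probe sets. As a ratio of 12 h over 6 h, the lung's own oxidoreductases had 0.691 (0.547 to 0.892 with 1 mouse left out). Its wound healing genes had 0.805 (0.719 to 0.923), and both were highest without array 79, of a mouse after 6 h of sleep. Nqo1, a quinone reductase that lung cells make, had an SD of 0.17 after 6 h and 0.36 after 12 h of sleep, while Plat, the tissue plasminogen activator, had SDs of 0.32 and 0.16. The ratio of 12 h over 6 h of sleep was 0.189 for secreted liver proteins and 0.128 for liver enzymes, and 0.0959 and 0.0749 without array 15. It was 0.0977 and 0.0720 without the 16 arrays. The median SD within groups was 1.02 for liver enzymes and 0.162 for the lung's own oxidoreductases.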

The same classes of transcripts that were synchronized by sleep have been identified among the most enriched annotations describing circadian transcripts in the rat lung [73]. The ability for sleep to act as a synchronizing cue for peripheral oscillators suggests that sleep may have a role in coordinating the physiology of peripheral tissues and matching that physiology to behavioral rhythms. We hypothesize that sleep itself, or the extended periods of altered temperature and neurohumoral tone associated with sleep, can act as a “reset button” for peripheral tissues. Moreover, this effect is likely to be most pronounced in tissues, like the lung, with poor intercellular communication and less robust rhythms [74]. As a result, the metabolic consequences of sleep deprivation on peripheral tissues may be intimately connected to the effects of chronic circadian disruption and jet lag with. Without the synchronizing effects of sleep, peripheral tissues are apt to become progressively out-of-sync and poorly coordinated with behavior.

## Conclusions

Taken together, these results show that the transcriptional effects of sleep extend beyond the brain to include peripheral tissues. The physiological roles of the heart and lung show a stereotyped consistency between sleep and wake. Yet, these tissues show considerable transcriptional changes with sleep/wake behavioral state. The transcriptional response to sleep and wake in peripheral tissues shows a marked similarity to that observed in brain. In the heart and lung this similarity in the response to sleep extends beyond the names of the genes and pathways that are regulated and includes a similar temporal pattern of activation. Sleep reduces expression of genes involved in cellular stress and enhances the transcription of reducing agents. These results are generally consistent with transcriptional changes observed in the brain across various model species. In contrast to the commonality of gene pathways repressed by sleep, different molecular processes were enhanced by sleep in heart, lung, and brain. In each case sleep seems to provide a temporal compartment to cope with the tissue-specific molecular consequences of wakefulness.

A fundamental limitation of our study is that it does not partition which of these effects are due to physical rest and inactivity as opposed to true sleep. While similar criticisms could be leveled against previous transcriptional findings in the brain, there is plentiful evidence that some elements of cognitive recovery after sleep deprivation specifically require sleep rather than physical inactivity. Further research will be needed to elucidate which of the transcriptional consequences ascribed to sleep and sleep deprivation are more general results of physical rest.

As has been noted before, animals in the undisturbed sleep group were active during a portion of the sleep period while it is very likely that some of the sleep-deprived animals did get short periods of sleep. Given the lack of EEG monitoring we cannot quantify the extent of this limitation. While we identify a significant fraction of the heart and lung transcriptomes as being influenced by sleep, the presence of sleep in the sleep-deprived group may have reduced the sensitivity of the experiment in identifying sleep responsive transcriptional changes. It is also worth noting that while the restricted feeding paradigm used in this study ensures that the sleep deprived and undisturbed animals did not have a differential food intake during the study, we cannot exclude that a physiologically important interaction between dietary restriction and sleep deprivation may contribute to our results.

Finally, our data show that sleep or behavioral activity may play a role in synchronizing the peripheral transcription of a group of physiologically important transcripts in the lung. This finding requires further exploration, but suggests a unique role for the function of sleep in peripheral tissues. Indeed, a recent study in humans concluded that the chronic sleep deprivation blunts circadian oscillations in blood [75]. Our data are limited to a 12 hour window of acute deprivation and thus do not permit the assessment of circadian amplitude. However, the finding that sleep synchronizes cellular oscillations and influences *Cibp* expression may help explain that result. Thus, this data adds to the growing evidence that the functions of sleep extend beyond the brain and also include the modulation of peripheral circadian rhythms.

## Methods

Mice were housed under conditions meeting the guidelines issued by the Association for Assessment and Accreditation of Laboratory Animal Care. All animal protocols were approved by the University of Pennsylvania’s Institutional Animal Care and Use Committee (IACUC protocol #801832).

### Animal processing

Experiments were performed on male mice (C57BL/6 J) 10 +/−1 wk of age. Mice were kept in a pathogen-free environment with 12 hr:12 hr light:dark cycle. Temperature and humidity were regulated (22°C and 45–55% respectively). Water was available *ad libitum*. Food was accessible only during the 12 hours of the active period. Animals were acclimated to this feeding pattern for 14 days prior to the beginning of the deprivation and tissue collection protocols. This was done to avoid differential food intake between mice that were subsequently sleep deprived during the lights-on period and those allowed uninterrupted sleep. This acclimatization period was also used to allow animals to become accustomed to the extended presence of an experimenter and repeated gentle touching. This likely reduced, but did not fully remove stress resulting from the subsequent sleep deprivation procedure. Mice were sacrificed by cervical dislocation following 3, 6, 9, and 12 h of total sleep deprivation (*n* = 8 or 9 at each time point). Deprivation was initiated at lights-on and performed through gentle handling. Mice that had been allowed undisturbed sleep were sacrificed at the same diurnal time points as sleep-deprived mice. An additional baseline group (*n* = 10) was sacrificed at time zero, i.e., at the time of lights-on at 7:00 AM. All mice were behaviorally monitored with the AccuScan infrared monitoring system that detects movement when the mouse crosses electronic beams (Columbus Instruments). For each animal, descriptive statistics such as average activity (beam breaks) for each hour (and then averaged across 12 h of light and dark) and estimated sleep amounts were computed. Sleep was considered to be present when there was 40 s or more of continuous inactivity. This has been shown previously to provide accurate estimates of sleep and wake [76]. In addition, plots of activity and sleep graphed as moving averages broken down by light/dark cycle per day were generated for visual inspection. All mice studied had normal sleep/wake behavior for this strain at this age.

### Tissue sampling, RNA isolation, and microarrays

The animals were subjected to cervical dislocation followed by tissue collection. Total RNA was isolated with TRIzol (Invitrogen-Life, Carlsbad, CA) and further purified using RNeasy columns (Qiagen, Valencia, CA) as recommended by the manufacturer’s instructions. Transcript levels were assayed using the GeneChip® Mouse Gene 1.0 ST array (Affymetrix, Santa Clara, CA), comprising 28.000 genes. RNA quality and integrity was checked using spectrophotometer to access the concentration and purity in ratio of absorbance at 260 nm. A total of 100 ng of RNA from each time point from each animal and respectively tissue was used to hybridize independents sets of Gene Chip Mouse Gene St 1.0 arrays (Affymetrix®, Santa Clara, CA, USA), according to the manufacturer’s protocol and following the best practice and high-standard criteria required. The RNA processing and microarrays experimental protocols were performed in the University of Pennsylvania Microarray Core Facility. Each sample was analyzed with a single microarray.

Target preparation, including hybridization and post-hybridization procedures, was performed as described by the Affymetrix GeneChip Whole-transcriptome Terminal Labeling and Controls manual (http://www.affymetrix.com). Each of the 28,853 genes is represented on the array by approximately 27 probes spread across the full length of the gene.

### Preprocessing and data analysis

Probe intensity data from all arrays were read into the R software environment (http://www.R-project.org) directly from .cel files using the R/oligo package [77,78]. R/oligo was also used to extract probe level data to assess data quality using intensity histograms and boxplots and to create summary measures of expression. Normalization was performed using the robust multi-array average (RMA) method to form one expression measure for each gene on each array histograms [79]. RMA processing was performed separately for each tissue (heart, lung), using all data sets from a given tissue together. Data analysis proceeded in a staged approach. The first step was an analysis of variance (ANOVA)-based approach to find gene expression differences between behavioral states (sleep or sleep deprived). The data from the animals at the baseline group (time zero, lights on) were not used in this first step of the analysis. Overall contrasts across conditions were considered by implementing gene-specific, fixed-effect ANOVA models [80] using the R/maanova package [81]. Specifically, the model Y_i_ = μ + STATE + e_i_ was used to fit gene expression measures within each tissue, where μ is the mean for each array, STATE is the effect for each behavioral state (sleep deprived or sleeping), and e_i_ captures random error. The first analysis looked for a main effect of state, comparing expression levels between all sleep-deprived (awake) and sleeping (sleep) animals. All statistical tests were conducted with a modified F-statistic (Fs) that that shrinks variance components based on information from all the probe sets on the array [82]. Critical *P* values were calculated through permutation analyses incorporating 1,000 sample shuffles and pooled *F*-statistics [83]. False discovery rate (FDR) values were determined using the Benjamini Hochberg method [84] implemented through the p. adjust function in R. An FDR threshold of 1% was used to determine differential gene expression.

Transcripts differentially expressed between sleep/wake behavioral states (step 1) were included in a secondary analysis to test for temporal expression changes among the experimental and baseline animals not subjected to gentle handling and enforced sleep deprivation. This secondary trend analysis utilized the data obtained from both mice sacrificed at lights-on (time zero at 7:00 AM) and the animals sacrificed after different durations of spontaneous sleep (i.e., at 10:00 AM, 1:00 PM, 4:00 PM, 7:00 PM). Trend tests were performed through linear regression analyses in which time was treated as a continuous variable. For each tissue, expression measures were fit to the model Y_i(t)_ = α_0(i)_ + ß_j(i)_t + ϵ_ijk_, which included common intercepts (α_0_) and unique slopes over time (ß_j_) for each state (j = 1,2 for sleep and sleep deprivation, respectively). The temporal pattern of differential gene expression over time was determined according to the slope (positive or negative). Statistical significance was determined as described in step 1. Strict sleep enhanced (sleep repressed) genes met criteria for differential expression in the first analysis and showed a significantly positive (or negative) slope during the spontaneous sleep period (FDR <1%). Unless otherwise noted all other plots and data analysis were done in the R programming environment.

### Clustering and heatmap generation

For each gene found to have sleep dependant transcription (either sleep repressed or sleep enhanced) in both the heart and lung, we created an eight dimensional vector describing the difference in mean mRNA expression between the sleep and sleep deprived cohorts as a function of time (mean differences in heart and lung at times 3, 6, 9, and12). The agglomerative clustering command (Agglomerate) in Mathematica v. 8.0 (Wolfram Research) was used with the Euclidean distance metric to provide a relative ordering of the transcript expression vectors. The heat map was generated with the ArrayPlot command. Clustering was only done to order the genes for vertical placement on the resulting heat map.

### DAVID analysis

We used Database for Annotation, Visualization and Integrated Discovery (DAVID) [28,29] bioinformatics toolbox to identify significant overrepresentation in one of the following categories: gene ontology (GO) biological process, molecular function, and Protein Information Resource (PIR) Key words, Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways. Over-represented functional categories are identified by calculation of a conservative adjustment to the one-tailed Fisher’s exact probability that represents the upper bound of the distribution. In addition, we used the within-system FDR (False discovery rate) to assess the impact of multiple testing using an FDR cutoff of 5%.

To aid in interpreting these results the functional clustering tool available within DAVID was used to group overrepresented biological terms that represent overlapping gene sets and common physiology. The clustering stringency was set to “medium”. Tables were constructed from DAVID clustering output by maintaining the clusters but including only the enriched terms that met the FDR threshold.

### KEGG pathway visualization

To generate figures of the imputed pathways, the lists of sleep specific transcripts were loaded onto the KEGG Mapper search and color tool [85] (http://www.genome.jp/kegg/tool/map_pathway2.html). The protein processing pathway was redrawn to enhance resolution.

### Uniformity of variance analysis

Only data from animals sacrificed at baseline and after uninterrupted sleep was used in this analysis. Log base 2 expression intensities for each probe were grouped based on the duration of uninterrupted sleep (baseline-0, 3 hrs, 6 hrs, 9 hrs, and 12 hrs). Bartlett’s test of homoscedasticity [70] was used to assess the homogeneity of variance among all 5 groups. Testing was done in the R programming environment using the *bartlett.test()* function from library *stats*. Resulting p values were corrected for multiple testing by the method of Benjamini and Hochberg [84] with the *p.adjust()* command. All probes with a resulting q value <0.01 were retained for further analysis. The implementation of the Brown-Forsythe [72] test in R package *lawstat* was used as a confirmatory nonparametric test. Probes that passed secondary screening with a p value <0.01 were considered to have significant changes in variance as a function of sleep duration and/or diurnal time.

## Availability of supporting data

The data set supporting the results of this article are available at the N.I.H. Gene Expression Omnibus (GEO) accession # GSE42323 (http://www.ncbi.nlm.nih.gov/geo/).

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

RA analyzed the data, performed bioinformatics analysis, and drafted the manuscript. RP co-wrote the manuscript, collaborated in bioinformatics analysis, and participated in sample collection. KS performed statistical analysis and assisted in writing the manuscript. MR collected and processed samples and contributed to data analysis. ST contributed in study design and drafted the manuscript. AP oversaw the study design, data interpretation, and drafted the manuscript. All authors read and approved the final version of the manuscript.

## Supplementary Material

Additional file 1 Comma separated value (CSV) file listing sleep enhanced and sleep repressed genes in heart and lung. Click here for file

Additional file 2: Figure S1 KEGG Pathway diagram depicting ubiquitin mediated proteolysis. Transcripts enhanced by sleep in the heart are colored light blue. Transcripts enhanced by sleep in both heart and lungs are colored dark blue. Click here for file

Additional file 3: Figure S2 Effect of sleep and sleep deprivation on the inter-animal variability of transcript expression in the lung as assessed by median deviations. 210 probes showed statistically significant changes in expression variability as a function of sleep duration. The median absolute deviation (MAD) is divided by median expression to obtain a normalized measure of variation resistant to outliers. The normalized MAD among spontaneously sleeping mice after 3, 6, 9 and 12 hours is plotted against the normalized MAD of the same transcript at baseline (lights-on). The red line of identity (x = y) demarcates no change in inter-animal variability. Transcripts with statistically significant temporal changes in variance among sleeping mice were colored in red. As shown in Figure 6A, these transcripts remain clustered and show systematic changes with variability as sleep progresses. Click here for file

## References

[B1] CirelliCTononiGIs sleep essential?PLoS Biol20086e21610.1371/journal.pbio.006021618752355PMC2525690

[B2] TononiGCirelliCSleep and synaptic homeostasis: a hypothesisBrain Res Bull20036214315010.1016/j.brainresbull.2003.09.00414638388

[B3] BeningtonJHHellerHCRestoration of brain energy metabolism as the function of sleepProg Neurobiol19954534736010.1016/0301-0082(94)00057-O7624482

[B4] ScharfMTNaidooNZimmermanJEPackAIThe energy hypothesis of sleep revisitedProg Neurobiol20088626428010.1016/j.pneurobio.2008.08.00318809461PMC2948963

[B5] WalkerMPStickgoldRSleep, memory, and plasticityAnnu Rev Psychol20065713916610.1146/annurev.psych.56.091103.07030716318592

[B6] MackiewiczMShockleyKRRomerMAGalanteRJZimmermanJENaidooNBaldwinDAJensenSTChurchillGAPackAIMacromolecule biosynthesis: a key function of sleepPhysiol Genomics20073144145710.1152/physiolgenomics.00275.200617698924

[B7] HobsonJASleep is of the brain, by the brain and for the brainNature20054371254125610.1038/nature0428316251949

[B8] RechtschaffenAGillilandMABergmannBMWinterJBPhysiological correlates of prolonged sleep deprivation in ratsScience (New York, N.Y.)198322118218410.1126/science.68572806857280

[B9] BuxtonOMCainSWO’ConnorSPPorterJHDuffyJFWangWCzeislerCASheaSAAdverse metabolic consequences in humans of prolonged sleep restriction combined with circadian disruptionSci Transl Med20124129ra4310.1126/scitranslmed.300320022496545PMC3678519

[B10] Van CauterESpiegelKTasaliELeproultRMetabolic consequences of sleep and sleep lossSleep Med20089Suppl 1S23S281892931510.1016/S1389-9457(08)70013-3PMC4444051

[B11] HanlonECVan CauterEQuantification of sleep behavior and of its impact on the cross-talk between the brain and peripheral metabolismProc Natl Acad Sci USA2011108156091561610.1073/pnas.110133810821852576PMC3176603

[B12] FarautBBoudjeltiaKZVanhammeLKerkhofsMImmune, inflammatory and cardiovascular consequences of sleep restriction and recoverySleep Med Rev20121613714910.1016/j.smrv.2011.05.00121835655

[B13] LangeTDimitrovSBornJEffects of sleep and circadian rhythm on the human immune systemAnn N Y Acad Sci20101193485910.1111/j.1749-6632.2009.05300.x20398008

[B14] MackiewiczMZimmermanJEShockleyKRChurchillGAPackAIWhat are microarrays teaching us about sleep?Trends Mol Med200915798710.1016/j.molmed.2008.12.00219162550PMC2942088

[B15] CirelliCGutierrezCMTononiGExtensive and divergent effects of sleep and wakefulness on brain gene expressionNeuron200441354310.1016/S0896-6273(03)00814-614715133

[B16] MaretSDorsazSGurcelLPradervandSPetitBPfisterCHagenbuchleOO’HaraBFFrankenPTaftiMHomer1a is a core brain molecular correlate of sleep lossProc Natl Acad Sci USA2007104200902009510.1073/pnas.071013110418077435PMC2148427

[B17] ZimmermanJERizzoWShockleyKRRaizenDMNaidooNMackiewiczMChurchillGAPackAIMultiple mechanisms limit the duration of wakefulness in Drosophila brainPhysiol Genomics20062733735010.1152/physiolgenomics.00030.200616954408

[B18] CirelliCLaVauteTMTononiGSleep and wakefulness modulate gene expression in DrosophilaJ Neurochem2005941411141910.1111/j.1471-4159.2005.03291.x16001966

[B19] JonesSPfister-GenskowMBencaRMCirelliCMolecular correlates of sleep and wakefulness in the brain of the white-crowned sparrowJ Neurochem2008105466210.1111/j.1471-4159.2007.05089.x18028333

[B20] WangHLiuYBriesemannMYanJComputational analysis of gene regulation in animal sleep deprivationPhysiol Genomics20104242743610.1152/physiolgenomics.00205.200920501693

[B21] NaidooNCellular stress/the unfolded protein response: relevance to sleep and sleep disordersSleep Med Rev20091319520410.1016/j.smrv.2009.01.00119329340PMC2964262

[B22] NaidooNGiangWGalanteRJPackAISleep deprivation induces the unfolded protein response in mouse cerebral cortexJ Neurochem2005921150115710.1111/j.1471-4159.2004.02952.x15715665

[B23] LangeTPerrasBFehmHLBornJSleep enhances the human antibody response to hepatitis A vaccinationPsychosom Med20036583183510.1097/01.PSY.0000091382.61178.F114508028

[B24] NagaiMHoshideSKarioKSleep duration as a risk factor for cardiovascular disease- a review of the recent literatureCurr Cardiol Rev20106546110.2174/15734031079023163521286279PMC2845795

[B25] BroussardJLEhrmannDAVan CauterETasaliEBradyMJImpaired insulin signaling in human adipocytes after experimental sleep restriction: a randomized, crossover studyAnn Intern Med201215754955710.7326/0003-4819-157-8-201210160-0000523070488PMC4435718

[B26] SpiegelKLeproultRVan CauterEImpact of sleep debt on metabolic and endocrine functionLancet19993541435143910.1016/S0140-6736(99)01376-810543671

[B27] DattiloMAntunesHKMMedeirosAMônico-NetoMDe SouzaHSLeeKSTufikSDe MelloMTParadoxical sleep deprivation induces muscle atrophyMuscle Nerve20124543143310.1002/mus.2232222334180

[B28] HuangDWShermanBTLempickiRASystematic and integrative analysis of large gene lists using DAVID bioinformatics resourcesNat Protoc2009444571913195610.1038/nprot.2008.211

[B29] HuangDWShermanBTLempickiRABioinformatics enrichment tools: paths toward the comprehensive functional analysis of large gene listsNucleic Acids Res20093711310.1093/nar/gkn92319033363PMC2615629

[B30] ShawPJCorrelates of Sleep and Waking in Drosophila melanogasterScience20002871834183710.1126/science.287.5459.183410710313

[B31] MongrainVHernandezSAPradervandSDorsazSCurieTHagiwaraGGipPHellerHCFrankenPSeparating the contribution of glucocorticoids and wakefulness to the molecular and electrophysiological correlates of sleep homeostasisSleep201033114711572085786010.1093/sleep/33.9.1147PMC2938796

[B32] CirelliCFaragunaUTononiGChanges in brain gene expression after long-term sleep deprivationJ Neurochem2006981632164510.1111/j.1471-4159.2006.04058.x16923172

[B33] SchröderMKaufmanRJThe mammalian unfolded protein responseAnnu Rev Biochem20057473978910.1146/annurev.biochem.73.011303.07413415952902

[B34] RonDWalterPSignal integration in the endoplasmic reticulum unfolded protein responseNat Rev Mol Cell Biol2007851952910.1038/nrm219917565364

[B35] SugdenMCHolnessMJRecent advances in mechanisms regulating glucose oxidation at the level of the pyruvate dehydrogenase complex by PDKsAm J Physiol Endocrinol Metab2003284E855E8621267664710.1152/ajpendo.00526.2002

[B36] EatonDLBammlerTKConcise review of the glutathione S-transferases and their significance to toxicologyToxicological sciences: an official journal of the Society of Toxicology19994915616410.1093/toxsci/49.2.15610416260

[B37] MeyerYBuchananBBVignolsFReichheldJ-PThioredoxins and glutaredoxins: unifying elements in redox biologyAnnu Rev Genet20094333536710.1146/annurev-genet-102108-13420119691428

[B38] KimuraMKapásLKruegerJMOxidized glutathione promotes sleep in rabbitsBrain Res Bull19984554554810.1016/S0361-9230(97)00441-39566496

[B39] D’AlmeidaVLoboLLHipólideDCDe OliveiraACNobregaJNTufikSSleep deprivation induces brain region-specific decreases in glutathione levelsNeuroReport199892853285610.1097/00001756-199808240-000319760133

[B40] EversonCALaatschCDHoggNAntioxidant defense responses to sleep loss and sleep recoveryAm J Physiol Regul Integr Comp Physiol2005288R374R3831547200710.1152/ajpregu.00565.2004

[B41] RamanathanLHuSFrautschySASiegelJMShort-term total sleep deprivation in the rat increases antioxidant responses in multiple brain regions without impairing spontaneous alternation behaviorBehav Brain Res201020730530910.1016/j.bbr.2009.10.01419850085PMC2815069

[B42] RahmanIOxidative stress, chromatin remodeling and gene transcription in inflammation and chronic lung diseasesJ Biochem Mol Biol2003369510910.5483/BMBRep.2003.36.1.09512542980

[B43] SmythHSSleightPPICKERINGGWReflex Regulation of Arterial Pressure during Sleep in Man: A Quantitative Method of Assessing Baroreflex SensitivityCirc Res19692410912110.1161/01.RES.24.1.1094303309

[B44] MontiAMedigueCNedelcouxHEscourrouPAutonomic control of the cardiovascular system during sleep in normal subjectsEur J Appl Physiol20028717418110.1007/s00421-002-0597-112070629

[B45] LeckerSHSolomonVMitchWEGoldbergALMuscle protein breakdown and the critical role of the ubiquitin-proteasome pathway in normal and disease statesJ Nutr1999129227S237S991590510.1093/jn/129.1.227S

[B46] KipreosETPaganoMThe F-box protein familyGenome Biol2000151REVIEWS30021117826310.1186/gb-2000-1-5-reviews3002PMC138887

[B47] HirschCGaussRHornSCNeuberOSommerTThe ubiquitylation machinery of the endoplasmic reticulumNature200945845346010.1038/nature0796219325625

[B48] HallJEGuyton and Hall Textbook of Medical Physiology: Enhanced E-book2010Philadelphia: Elsevier Health Sciences1120

[B49] BergmannOBhardwajRDBernardSZdunekSBarnabé-HeiderFWalshSZupicichJAlkassKBuchholzBADruidHJovingeSFrisénJEvidence for cardiomyocyte renewal in humansScience (New York, N.Y.)20093249810210.1126/science.1164680PMC299114019342590

[B50] CesselliDJakoniukIBarlucchiLBeltramiAPHintzeTHNadal-GinardBKajsturaJLeriAAnversaPOxidative stress-mediated cardiac cell death is a major determinant of ventricular dysfunction and failure in dog dilated cardiomyopathyCirc Res20018927928610.1161/hh1501.09411511485979

[B51] HareJMOxidative Stress and Apoptosis in Heart Failure ProgressionCirc Res20018919820011485969

[B52] SiggensLFiggNBennettMFooRNutrient deprivation regulates DNA damage repair in cardiomyocytes via loss of the base-excision repair enzyme OGG1FASEB journal: official publication of the Federation of American Societies for Experimental Biology2012262117212410.1096/fj.11-19752522302830PMC3630495

[B53] SinghKKShuklaPCQuanADesjardinsJ-FLovrenFPanYGargVGosalSGargASzmitkoPESchneiderMDParkerTGStanfordWLLeong-PoiHTeohHAl-OmranMVermaSBRCA2 protein deficiency exaggerates doxorubicin-induced cardiomyocyte apoptosis and cardiac failureJ Biol Chem20122876604661410.1074/jbc.M111.29266422157755PMC3325595

[B54] KangT-HReardonJTKempMSancarACircadian oscillation of nucleotide excision repair in mammalian brainProc Natl Acad Sci USA20091062864286710.1073/pnas.081263810619164551PMC2629438

[B55] KangT-HLindsey-BoltzLAReardonJTSancarACircadian control of XPA and excision repair of cisplatin-DNA damage by cryptochrome and HERC2 ubiquitin ligaseProc Natl Acad Sci USA20101074890489510.1073/pnas.091508510720304803PMC2841896

[B56] FrankenPDijkD-JCircadian clock genes and sleep homeostasisEur J Neurosci2009291820182910.1111/j.1460-9568.2009.06723.x19473235

[B57] FrankenPDudleyCAEstillSJBarakatMThomasonRO’HaraBFMcKnightSLNPAS2 as a transcriptional regulator of non-rapid eye movement sleep: genotype and sex interactionsProc Natl Acad Sci USA20061037118712310.1073/pnas.060200610316636276PMC1459027

[B58] WisorJPPasumarthiRKGerashchenkoDThompsonCLPathakSSancarAFrankenPLeinESKilduffTSSleep deprivation effects on circadian clock gene expression in the cerebral cortex parallel electroencephalographic differences among mouse strainsThe Journal of neuroscience: the official journal of the Society for Neuroscience2008287193720110.1523/JNEUROSCI.1150-08.200818614689PMC2603080

[B59] HonmaSKawamotoTTakagiYFujimotoKSatoFNoshiroMKatoYHonmaKDec1 and Dec2 are regulators of the mammalian molecular clockNature200241984184410.1038/nature0112312397359

[B60] HeYJonesCRFujikiNXuYGuoBHolderJLRossnerMJNishinoSFuY-HThe transcriptional repressor DEC2 regulates sleep length in mammalsScience (New York, N.Y.)200932586687010.1126/science.1174443PMC288498819679812

[B61] SainiCMorfJStratmannMGosPSchiblerUSimulated body temperature rhythms reveal the phase-shifting behavior and plasticity of mammalian circadian oscillatorsGenes Dev20122656758010.1101/gad.183251.11122379191PMC3315118

[B62] BuhrEDYooS-HTakahashiJSScience (New York, N.Y.)201033037938510.1126/science.1195262PMC362572720947768

[B63] BrownSAZumbrunnGFleury-OlelaFPreitnerNSchiblerURhythms of mammalian body temperature can sustain peripheral circadian clocksCurrent biology: CB2002121574158310.1016/S0960-9822(02)01145-412372249

[B64] MorfJReyGSchneiderKStratmannMFujitaJNaefFSchiblerUCold-inducible RNA-binding protein modulates circadian gene expression posttranscriptionallyScience (New York, N.Y.)201233837938310.1126/science.121772622923437

[B65] DardenteHMendozaJFustinJ-MChalletEHazleriggDGImplication of the F-Box Protein FBXL21 in circadian pacemaker function in mammalsPLoS One20083e353010.1371/journal.pone.000353018953409PMC2568807

[B66] HiranoAYumimotoKTsunematsuRMatsumotoMOyamaMKozuka-HataHNakagawaTLanjakornsiripanDNakayamaKIFukadaYFBXL21 Regulates Oscillation of the Circadian Clock through Ubiquitination and Stabilization of CryptochromesCell20131521106111810.1016/j.cell.2013.01.05423452856

[B67] YooS-HMohawkJASiepkaSMShanYHuhSKHongH-KKornblumIKumarVKoikeNXuMNussbaumJLiuXChenZChenZJGreenCBTakahashiJSCompeting E3 Ubiquitin Ligases Govern Circadian Periodicity by Degradation of CRY in Nucleus and CytoplasmCell20131521091110510.1016/j.cell.2013.01.05523452855PMC3694781

[B68] FonjallazPOssipowVWannerGSchiblerUThe two PAR leucine zipper proteins, TEF and DBP, display similar circadian and tissue-specific expression, but have different target promoter preferencesEMBO J1996153513628617210PMC449950

[B69] MongrainVLa SpadaFCurieTFrankenPSleep loss reduces the DNA-binding of BMAL1, CLOCK, and NPAS2 to specific clock genes in the mouse cerebral cortexPLoS One20116e2662210.1371/journal.pone.002662222039518PMC3200344

[B70] BartlettMProperties of sufficiency and statistical testsProceedings of the Royal Society of London. Series A, Mathematical and Physical Sciences193716026828210.1098/rspa.1937.0109

[B71] NIST/SEMATECH e-Handbook of Statistical Methods[http://www.itl.nist.gov/div898/handbook

[B72] BrownMBForsytheABRobust Tests for the Equality of VariancesJ Am Stat Assoc19746936436710.1080/01621459.1974.10482955

[B73] SukumaranSJuskoWJDuboisDCAlmonRRLight–dark oscillations in the lung transcriptome: implications for lung homeostasis, repair, metabolism, disease, and drug actionJ Appl Physiol201111017321747Bethesda, Md. : 198510.1152/japplphysiol.00079.201121436464PMC3119131

[B74] AbrahamUGranadaAEWestermarkPOHeineMKramerAHerzelHCoupling governs entrainment range of circadian clocksMol Syst Biol201064382111963210.1038/msb.2010.92PMC3010105

[B75] Möller-LevetCSArcherSNBuccaGLaingEESlakAKabiljoRLoJCYSanthiNVon SchantzMSmithCPDijkD-JEffects of insufficient sleep on circadian rhythmicity and expression amplitude of the human blood transcriptomeProceedings of the National Academy of Sciences of the United States of America201311012E11324110.1073/pnas.121715411023440187PMC3607048

[B76] PackAIGalanteRJMaislinGCaterJMetaxasDLuSZhangLVon SmithRKayTLianJSvensonKPetersLLNovel method for high-throughput phenotyping of sleep in micePhysiol Genomics2007282322381698500710.1152/physiolgenomics.00139.2006

[B77] CarvalhoBSIrizarryRAA framework for oligonucleotide microarray preprocessingBioinformatics (Oxford, England)2010262363710.1093/bioinformatics/btq431PMC294419620688976

[B78] CarvalhoBBengtssonHSpeedTPIrizarryRAExploration, normalization, and genotype calls of high-density oligonucleotide SNP array dataBiostatistics (Oxford, England)2007848549910.1093/biostatistics/kxl04217189563

[B79] IrizarryRAHobbsBCollinFBeazer-BarclayYDAntonellisKJScherfUSpeedTPExploration, normalization, and summaries of high density oligonucleotide array probe level dataBiostatistics (Oxford, England)424926410.1093/biostatistics/4.2.24912925520

[B80] ChurchillGAUsing ANOVA to analyze microarray dataBiotechniques2004371771731751533520410.2144/04372TE01

[B81] WuHKerrMCuiXChurchillGMAANOVAParmigiani G, Garrett E, Irizarry R, Zeger SA Software Package for the Analysis of Spotted cDNA Microarray ExperimentsThe Analysis of Gene Expression Data2003New York: Springer-Verlag313341

[B82] CuiXHwangJTGQiuJBladesNJChurchillGAImproved statistical tests for differential gene expression by shrinking variance components estimatesBiostatistics (Oxford, England)20056597510.1093/biostatistics/kxh01815618528

[B83] YangHChurchillGEstimating p-values in small microarray experimentsBioinformatics (Oxford, England)200723384310.1093/bioinformatics/btl54817077100

[B84] BenjaminiYHochbergYControlling the false discovery rate: a practical and powerful approach to multiple testingJournal of the Royal Statistical Society, Series B1995571289300

[B85] KanehisaMGotoSFurumichiMTanabeMHirakawaMKEGG for representation and analysis of molecular networks involving diseases and drugsNucleic Acids Res201038D355D36010.1093/nar/gkp89619880382PMC2808910

How the deposited data were processed for this re-analysis (not part of the article)

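Lung RNA of single mice was measured on Affymetrix Mouse Gene 1.0 ST arrays, 1 array per mouse. The 78 arrays comprise 9 baseline mice, 35 sleep-deprived mice and 34 sleeping mice at 3, 6, 9 and 12 h from lights on. Heart arrays were not analysed here. The values deposited by the authors are log2 intensities of 35556 probe sets after robust multi-array averaging (RMA) in R/oligo. Their decimal point is missing and was restored, after which values run from 2.27 to 13.85 and array medians from 6.45 to 6.78. No further normalization was applied. Arrays have no read depth, and precision comes from the number of mice per group.

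Conditions were taken as labelled. The deposited annotation names 1 gene symbol for 21218 probe sets, several for 1881 and none for 12457. Only probe sets with 1 symbol were used for genes, and 1386 genes have more than 1 probe set. A gene's values are those of its probe set with the highest mean over all arrays. Counts of genes take a gene as changed when any of its probe sets is.

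Sleep-deprived and sleeping mice were compared over all hours, and at each hour, with moderated t tests in limma 3.58.1 (R 4.3.3). Sleep-deprived mice were compared with sleeping mice without a term for time, as in the study, and a change of the difference over the hours was tested with limma's F test. Adjusted p-values are from the Benjamini-Hochberg method, with a threshold of 0.01. A strict gene passed the state comparison and had a slope over hours of sleep, from baseline through 12 h, past an adjusted p of 0.01 over the probe sets of the state effect and opposite in sign to the effect of deprivation. The study's Methods name baseline and sleeping mice for this test and give a formula with a common intercept and a slope for each state, which was run as an alternative. Variances over baseline and the 4 sleeping groups were compared with Bartlett's test (adjusted p under 0.01) and the Brown-Forsythe test (p under 0.01) in R. The coefficient of variation was taken on log2 values.

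The 51 gene lists, written before the data were examined, were tested by camera with a preset correlation of 0.01 and with an estimated one, and by Fisher's exact test among strict and variance-changing genes, with a threshold of 0.05. Levels of 22 lists of organ and cell type genes were averaged per mouse, and their spread between groups was tested with 100000 permutations. Named genes were fixed by a rule written before the data were examined. The rule takes the genes that the paper names for lung, the 10 largest changes in each direction among strict genes, up to 4 members per list with the smallest adjusted p, 3 genes in each direction per hour, the 5 smallest interaction p and the 10 smallest Bartlett p among genes passing both variance tests.

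Alternatives to these choices were a model with time as a factor, the study's modified F statistic with p-values from 100 shuffles, blocks of 4 and of 5 runs of consecutive array numbers, a filter at a mean log2 intensity of 6, array weights, trended and robust variances, a covariate for liver transcripts, other forms of the slope test, genes by their brightest probe set, other variance tests and other measures of spread. Leaving out 16 arrays (15 whose number falls on another condition, and array 81), leaving out each mouse in turn for the spread within groups and for the counts of lymphocyte genes, and lists with all probe sets of each gene, were alternatives chosen after seeing the data. The runs were cut where the order of conditions starts again, not at gaps in the numbers. Each count was also obtained from 100 random regroupings of the mice.

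The procedure was tested on simulated data with 200 changed probe sets. For log2 changes of 0.25, 0.5 and 1, the state comparison recovered 71%, 93% and 99%, the test at 6 h 15.5%, 74.5% and 93%, and the interaction test 5.5%, 57% and 89%. With the SD raised 4 times in 1 group, Bartlett's test recovered 57.5% and both variance tests 49.5%. With the SD raised 2 times they recovered 0 of 200. Other tools were data.table 1.17.8, Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.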

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

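The tests of the array numbers (15 arrays, and 2.8e-13 and 1.2e-09 from Fisher's exact test), that of liver genes among probe sets that pass both variance tests (0.0964), those of the lung's own oxidoreductases (-0.354) and wound healing genes (-0.133) apart, and the counts with 1 mouse left out were chosen only after the result was seen.

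A mouse stood far from the others of its group by Dixon's test in 16 of 54 groups tested, where chance gives about 1 in 20 groups. Ratios of the gap to the range were 0.6595 for the highest Hsph1 and 0.6693 for the highest Hspa5 after 6 h of sleep, 0.6947 for the lowest Hspa5 after 9 h of sleep deprivation and 0.6418 for the lowest Cirbp after 6 h of sleep. For Arntl they were 0.7944 for the lowest mouse at baseline, 0.7397 for the highest after 6 h of sleep and 0.6288 for the lowest after 9 h of sleep deprivation. For the level of secreted liver proteins, the highest mouse gave 0.5384 and 0.5311 after 3 h and 6 h of sleep deprivation, 0.7181 after 12 h of sleep and 0.756 after 12 h of sleep deprivation. For liver enzymes, the highest mouse gave 0.5117 after 3 h of sleep, 0.5558, 0.5138 and 0.8672 after 6, 9 and 12 h of sleep deprivation and 0.8364 after 12 h of sleep.

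In the first pattern, 20 mice lay nearest to a group other than their own. They include all 16 arrays set apart by their number, where the 15 whose number falls on another condition lie nearest to that condition, which is consistent with conditions set beside the wrong arrays in the labels. Mice with a clock phase of their own would be spread over the array numbers, and p = 2.8e-13 from Fisher's exact test argues against that. With the fixed lists of chaperone, clock, cold and glucocorticoid genes in place of the 200 other probe sets, 13 of the 15 lay nearest to the condition of their number and 2 of the 16 to their own, against 57 of the 62 others (p = 1.2e-09 from Fisher's exact test). The source of the order of the labels stays open, since no record of the arrays other than their numbers was analysed here.

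In the second pattern, 16 genes differed between the states at 6 h, against 1412 at 3 h. Mice in another group than their own may dilute the difference, because 894 probe sets differ at 6 h without the 16 arrays, above the highest of 100 random draws that leave out as many mice (214). A response that has passed by 6 h cannot be told apart from this, because without the 16 arrays the median size at 6 h was 0.377 of that at 3 h over the probe sets that differ at 3 h, between the bounds set for either outcome. With the labels as they are, chance can be excluded for the count at 6 h (16 genes, highest other split 13).

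In the third pattern, genes whose variance changed with hours of sleep held many hepatocyte genes by Bartlett's test, and liver tissue carried over with some lungs may explain these, since secreted liver proteins and liver enzymes had a median correlation of 0.909 across mice within groups. For the probe sets that pass both tests, a median size of correlation with liver level of 0.0964 argues against liver tissue as the whole cause. Liver tissue stays open for the 3 of 40 above 0.5, while with that level regressed out 26 pass, 13 of them among the 40. The low correlation covers these 40 only, because none of the 73 genes of the liver lists passed the second test as well, against 56 by Bartlett's test. For the paper's 210 probe sets it decides nothing. A synchronizing of the lung's own genes stays open. Their change of the coefficient of variation from 6 h to 12 h of sleep relative to all probe sets was -0.222 (SE 0.12) on the log2 scale over both lists. It was -0.354 (SE 0.20) for oxidoreductases and -0.133 (SE 0.12) for wound healing genes. The values over both lists and for wound healing genes lie inside the bound of 0.3 set beforehand, and that for oxidoreductases outside it. None does so by more than 2 SE. Genes measured in the same mice are not independent, so the SE may understate the spread. The values also depend on 1 mouse after 6 h of sleep. Without its array, 79, the ratio of 12 h over 6 h went from 0.691 to 0.892 for oxidoreductases and from 0.805 to 0.923 for wound healing genes. Mice in another group cannot be told apart either, since 10 probe sets pass both tests without the 16 arrays and random draws of as few mice gave 5 to 48 (18 of 100 as low), so that fewer mice alone lower the count and a count within the draws, set beforehand as evidence against them, excludes nothing. For the 40 probe sets that pass both tests chance cannot be excluded (9 of 100 splits as large, highest other 179). For Bartlett's test 2 of 100 splits were as large, the real one included, and a random split gave more (1439 against 1427 probe sets). Chance is thus unlikely for that count but not excluded. The spread of the liver levels, which many of these probe sets follow, did not pass its permutation test (p = 0.0862 and p = 0.0754).

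Differences between the states that changed over the hours had an adjusted p from limma's interaction test of 0.0004993 for Stip1, 0.000546 for Ciart and for Hsph1, 0.002648 for Hspa4l, 0.005658 for Hspa2, 0.008425 for Acer2, F13a1 and P4ha1, 0.00878 for Dnaja1, 0.009267 for Egr1, 0.009516 for Gm10069 and Scel and 0.009639 for Tmem28. The difference of Hsph1 was 1.99 at 3 h and 0.31 at 12 h.

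Genes of groups on which the paper gives no lung result also passed limma's test between the states, though its Background names cholesterol synthesis as higher during sleep in the brain. Past the threshold were 12 genes of B cells, 8 of NK cells, 5 of T cells, 4 induced by glucocorticoids, 10 of the extracellular matrix and 3 of cholesterol synthesis, while camera with an estimated correlation gave these groups an adjusted p of 0.0995, 0.18, 0.422, 0.534, 0.521 and 0.534. The count of T cell genes ran from 2 to 14 with 1 mouse left out.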

How the results depend on the processing

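The tests without the 16 arrays and with each mouse left out in turn were chosen only after the result was seen. Of 723 values of named genes under alternatives, 693 kept direction and side of the threshold, 13 became weaker, 13 stronger and 4 moved. The values that moved were 3 of Cry1, whose difference ran from -0.03 to 0.10, and 1 of Per2, from -0.0002 to 0.23. None was counted as reversed, although both of these ranges hold either sign. Without the 16 arrays, 2313 genes differed between the states, 751 at 6 h, 1376 at 9 h and 130 at 12 h, 210 changed over the hours, 122 were strict sleep repressed, 10 probe sets passed both variance tests and 1 clock gene passed. With array weights, 2406 genes differed between the states, 2203 at 3 h, 28 at 6 h, 1320 at 9 h and 347 at 12 h, 167 changed over the hours, 155 were strict sleep enhanced, 158 strict sleep repressed and 4 clock genes passed. With blocks of 4 runs, 65 genes differed at 6 h, 25 changed over the hours, 5 clock genes passed and 0 strict genes of either kind were left by limma (59 and 64 at an unadjusted p under 0.05). With blocks of 5 runs, the counts were 902 at 3 h, 73 at 6 h, 5 over the hours, 4 clock genes and 0 strict genes of either kind (42 and 40 at an unadjusted p under 0.05). With time as a factor, 6 clock genes passed. With the filter on intensity, 29 genes changed over the hours, 510 probe sets passed Bartlett's test and 25 both tests. With a liver covariate, 6 genes changed over the hours. A common intercept with a slope per state gave 171 strict sleep enhanced and 200 strict sleep repressed genes. Residuals from run means gave 113 probe sets by both tests, the adjusted Brown-Forsythe test 0 (1074 at an unadjusted p under 0.05) and the Fligner-Killeen test 0 (644). Among genes by Bartlett's test alone, 7 lists were enriched. The counts of probe sets without the 16 arrays were set against 100 random draws that leave out as many mice. They were above every draw for the state (3069, highest draw 2276), at 6 h (894, 214) and at 9 h (2125, 1738). The same held at 12 h (157, 49), over the hours (322, 85) and for strict sleep repressed probe sets (150, 72). The 10 that passed both variance tests lay within the draws (5 to 48). For the other settings the cause was not tested. Without array 81, the coefficient of variation after 12 h of sleep deprivation was 0.369 of baseline for secreted liver proteins and 0.358 for liver enzymes. No paired analysis was possible because array numbers are unique to each mouse. Arrays have no depth, and probe sets near background, as in the hepatocyte genes of most lungs, have compressed differences.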

Differences from the paper's values

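The tests without the 16 arrays were chosen only after the result was seen.

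Strict genes in both directions numbered 119, against the paper's 573, and every alternative set before the data were examined also differed (0, 0, 121, 313, 116, 146, 131, 371, 101, 145 and 117). Strict sleep repressed genes numbered 68, against the paper's 281. A common intercept with a slope per state, the formula of the paper's Methods, whose text limits the trend test to baseline and sleeping mice, gave 200, which is within 1.5 times of the paper's value, while blocks of 4 and of 5 runs (0 and 0), the filter (68), array weights (158), trended variances (69), the liver covariate (84), the modified F statistic (73), the slope adjusted over all probe sets (61), 12 h against baseline (77) and the brightest probe sets (66) did not. Both variance tests were passed by 40 probe sets, against the paper's 210, and the filter (25), residuals from run means (113), the adjusted Brown-Forsythe test (0, with 1074 at an unadjusted p under 0.05) and the Fligner-Killeen test (0, with 644) also differed. These represent 28 genes, against the paper's 189, and 27 by the brightest probe sets. Hsph1 was 10.3% above baseline after 6 h of sleep deprivation (SD 21.8), against the paper's value of about 75% in Fig. 4, read by eye.

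The paper gives the genes of its Fig. 4 as strict sleep repressed. Here 4 of 10 were, 9 of 10 passed the comparison of states, and St13 passed that comparison with time as a factor (0.17), with blocks of 4 runs (0.16) and with the filter (0.18). Without the 16 arrays Hsph1 and St13 were strict as well (adjusted p of the slope = 0.00542 and 0.00207 from limma). The paper gives Hspa4 as the gene of BiP. Here Hspa5, which encodes BiP, was strict, and Hspa4 passed the comparison of states (0.15) and not the slope test. The paper gives Pdk1, Gstt1, Gstt2 and Cirbp as raised by sleep. Here each was lower in sleep-deprived mice (-0.27, -0.13, -0.23 and -0.63) and not past the slope test, while Txnrd3, which it also names, met both criteria. The paper gives categories of carbohydrate and sulfur metabolism as enriched among strict sleep enhanced genes. Here 1 gene of each was strict sleep enhanced (p = 0.153 and p = 0.155 from Fisher's exact test).

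The paper describes a variability that is higher early in sleep and lower at its end, and lower early in sleep deprivation. For the probe sets that pass both tests, the ratio to baseline was highest after 9 h of sleep (3.08), and it was 1.64 and 1.66 after 3 h and 6 h of sleep deprivation. For those that pass Bartlett's test, it was highest after 6 h of sleep (2.86) and 0.745 after 12 h of sleep. Over hepatocyte enzymes it was 0.396 after 3 h of sleep deprivation. The paper finds annotations of oxidation, reduction and wound healing in a cluster of variance-changing genes. Here none of the 73 genes of the liver lists passed both tests, and 56 passed Bartlett's test.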

Other observations

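No test in this part was chosen only after the result was seen.

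Of 24 genes induced by glucocorticoids, 4 rose in the lungs of sleep-deprived mice and none fell (7 rose when adjusted over the list alone). Angptl4, an inhibitor of lipoprotein lipase, rose by 0.57 (SE 0.11, adjusted p = 0.000145 from limma) and Map3k6, a stress kinase, by 0.60 (SE 0.15, adjusted p = 0.00328 from limma). Of 20 genes of cholesterol synthesis, 3 fell (5 when adjusted over the list alone). Dhcr7, which makes cholesterol in its last step, fell by 0.26 (SE 0.07) and Insig1, a sterol sensor, by 0.19 (SE 0.05). By camera with a preset correlation, these lists had an adjusted p of 5.8e-05 and 0.000124, and both had adjusted p = 0.534 with an estimated correlation. The median difference within the 4 runs of array numbers was 0.08, 0.22, 0.23 and 0.38 for glucocorticoid genes and 0.05, -0.11, -0.16 and -0.37 for cholesterol synthesis.

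Of 38 genes of collagen and the extracellular matrix, 8 rose and 2 fell (10 and 2 when adjusted over the list alone; camera adjusted p = 0.000934, and 0.521 with an estimated correlation). P4ha1, which hydroxylates collagen, rose by 0.37 (SE 0.06, adjusted p = 6.4e-06 from limma). Of 14 genes of fibroblasts and smooth muscle, 3 rose, among them Acta2, smooth muscle actin, by 0.16 (SE 0.03, adjusted p = 4.0e-05 from limma). Of the lung's epithelial cells, 1 of 14 type 2, 0 of 9 type 1, 0 of 8 club and 0 of 18 ciliated cell genes passed limma's test between the states. Adjusted over each list alone, the counts were 1, 0, 0 and 0. Of 51 lists, 7 moved up and 13 down in sleep-deprived mice by camera with a preset correlation, and 1 with an estimated one.

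Chance can be excluded for the count of genes differing between the states (1536, highest other split 0) and for clock genes (2, highest other 0). It can also be excluded for 3 h (1412, highest other 80), 9 h (552, highest other 168) and 12 h (25, highest other 0). For the change over the hours chance is unlikely but not excluded (13, highest other 35, with 2 of 100 splits as large). For each of the others 1 of 100 splits, the real one, was as large. For strict sleep enhanced (51, highest other 0) and repressed genes (68, highest other 0) the splits do not test the slope. A strict gene must first pass the comparison of states, which 0 genes passed in the other splits. The splits also cannot separate hours of sleep from runs of array numbers, because the later hours fall together with a change of run. With 4 or with 5 runs as a block, 0 strict genes were left. For the number of lists that moved, chance cannot be excluded (20, highest other split 23, with 15 of 100 splits as large).

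The level of heart muscle genes differed in spread between groups at p = 0.0101 by permutation and that of squamous epithelium at p = 0.0394, with adjusted p of 0.222 and 0.35 over 22 lists.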
